# Glioblastoma hijacks microglial gene expression to support tumor growth

**DOI:** 10.1186/s12974-020-01797-2

**Published:** 2020-04-16

**Authors:** Sybren L. N. Maas, Erik R. Abels, Lieke L. Van De Haar, Xuan Zhang, Liza Morsett, Srinjoy Sil, Joana Guedes, Pritha Sen, Shilpa Prabhakar, Suzanne E. Hickman, Charles P. Lai, David T. Ting, Xandra O. Breakefield, Marike L. D. Broekman, Joseph El Khoury

**Keywords:** Glioblastoma, Glioma, Microglia, Extracellular vesicles, Exosomes, Microvesicles, Macrophages, Sensome, RNASeq, TGF-β

## Abstract

**Background:**

Glioblastomas are the most common and lethal primary brain tumors. Microglia, the resident immune cells of the brain, survey their environment and respond to pathogens, toxins, and tumors. Glioblastoma cells communicate with microglia, in part by releasing extracellular vesicles (EVs). Despite the presence of large numbers of microglia in glioblastoma, the tumors continue to grow, and these neuroimmune cells appear incapable of keeping the tumor in check. To understand this process, we analyzed gene expression in microglia interacting with glioblastoma cells*.*

**Methods:**

We used RNASeq of isolated microglia to analyze the expression patterns of genes involved in key microglial functions in mice with glioblastoma. We focused on microglia that had taken up tumor-derived EVs and therefore were within and immediately adjacent to the tumor.

**Results:**

We show that these microglia have downregulated expression of genes involved in sensing tumor cells and tumor-derived danger signals, as well as genes used for tumor killing. In contrast, expression of genes involved in facilitating tumor spread was upregulated. These changes appear to be in part EV-mediated, since intracranial injection of EVs in normal mice led to similar transcriptional changes in microglia. We observed a similar microglial transcriptomic signature when we analyzed datasets from human patients with glioblastoma.

**Conclusion:**

Our data define a microglia_Glioblastoma_ specific phenotype, whereby glioblastomas have hijacked gene expression in the neuroimmune system to favor avoiding tumor sensing, suppressing the immune response, clearing a path for invasion, and enhancing tumor propagation. For further exploration, we developed an interactive online tool at http://www.glioma-microglia.com with all expression data and additional functional and pathway information for each gene.

## Background

Harnessing the power of the immune system to treat cancer has gained significant momentum in recent years. Glioblastomas are diffusely infiltrating tumors of the brain. Because of their invasive nature, total neurosurgical resection of glioblastomas is not possible, resulting in tumor recurrence even following chemo- and radiotherapy [1]. Therefore, new effective treatment strategies for glioblastomas are desperately needed, including therapies utilizing the patients’ own immune system [2]. Understanding how glioblastoma cells interact with the immune system is the key to developing immune-based treatments for this tumor [2].

Glioblastomas recruit neighboring resident microglia through the secretion of various chemokines and cytokines [3, 4]. These microglia together with infiltrating monocytes and macrophages can make up to 44% of the glioblastoma mass [5, 6]. However, in spite of the presence of large numbers of microglia, monocytes, and macrophages in glioblastoma, the tumors continue to grow, and immune cells appear incapable of controlling such growth. It is accepted that glioblastoma-associated microglia, monocytes, and macrophages play a role in promoting tumor growth [7, 8]. Indeed, depletion of these cells results in reduced glioblastoma invasion and growth in organotypic brain slices and in vivo [9, 10]. While the evidence that supports this assertion is growing, the exact pathways involved in this tumor-supportive process have not been characterized. Furthermore, the effect(s) of microglia, monocytes, and macrophages that are within the tumor environs versus those in other areas of the tumor-bearing brain but distant from the tumor have not been investigated.

Tumor cells can alter their milieu in part by releasing extracellular vesicles (EVs), including exosomes and microvesicles [11–13]. EVs are a heterogeneous collection of membrane-bound carriers with complex cargoes, including proteins, lipids, and nucleic acids [13–16]. Tumor-derived EV uptake by microglia leads to changes in expression of some genes in these cells as established in vitro [17, 18]. We have previously visualized such interactions both in vitro and in vivo using a syngeneic mouse glioblastoma model expressing palmitoylated green or red fluorescent proteins (palmGFP and palmtdTomato, respectively) [18–20]. These palmitoylated fluorescent proteins label membranes of tumor cells as well as EVs produced by them (e.g., EV-GFP) [20]. This model allowed us to visualize and isolate microglia, monocytes, and macrophages that had taken up tumor-derived EVs in vivo and are therefore closely interacting with glioblastoma cells. In the work presented here, we isolated these microglia, monocytes, and macrophages by fluorescence activated cell sorting (FACS) and analyzed their transcriptomes using bulk RNAseq. To facilitate future analysis of these transcriptomes, we developed an interactive online tool with additional functional and pathway information linked to each gene. To illustrate the usefulness of our dataset and online tool, we performed a focused analysis of microglia. We found that EV-GFP^pos^ microglia (i.e., present within the tumor) have dysregulated expression of genes in the homeostatic TGF-β pathway suggesting a disease specific non-homeostatic phenotype in glioma microglia. Furthermore, genes involved in sensing tumor cells, host defense, and those involved in tumor killing were downregulated, whereas those involved in facilitating tumor spread were upregulated. The evoked role of tumor-derived EVs in this microglial transformation was supported by finding similar changes in microglia isolated after uptake of glioma-derived EVs injected intracranially into the brain. Our results were further validated when we analyzed existing bulk and single-cell sequencing datasets of human glioblastoma-associated microglia and found that these microglia displayed similar alterations as observed in the mice. Taken together, these data identify specific changes in the transcriptome of microglia in the presence of glioblastoma that support tumor growth.

## Materials and methods

### Mice

Animal experimentation was approved by the Massachusetts General Hospital Institution Animal Care and Use Committee. C57BL/6 mice (Charles River Laboratories) were crossed with homozygous C57/BL6.CCR2^RFP/RFP^ knock-in mice [21] to generate heterozygous C57BL6.CCR2^RFP/WT^ knock-in mice. Mice were maintained under a 12-h light/dark cycle with access to water and food. Adult mice ranging from 12–18 weeks were used in this study. Male and female mice were randomly assigned to experimental groups. Mice had similar tumor sizes. RNAseq of microglia from male and female animals showed no differences in expression between males and females (data not shown). 

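Each of the 3 groups of sequenced microglia held 1 male and 2 female mice, so sex was tested with the group as a covariate. Of 12358 genes, 3 had an adjusted p under 0.05 (edgeR), all of them on the X or Y chromosome, and 334 had an unadjusted p under 0.05. Ddx3y on chromosome Y (adjusted p = 0.000101, edgeR) stood at 153, 74.8 and 116 counts normalized to library size (CPM) in the male libraries of the control, GFPneg and EV-GFPpos labels, and Eif2s3y (adjusted p = 0.00406, edgeR) at 60.2, 44.6 and 33.5 CPM. Neither gene exceeded 0.494 CPM in a female library. Xist on chromosome X (adjusted p = 0.000101, edgeR) ranged from 158 to 343 CPM in the 6 female libraries and was at 0 in the male ones. Without the male control mouse 1 gene passed, and without 1 of the other libraries 2 or 3 did. With DESeq2 in place of edgeR the count was 40 (32 higher and 8 lower in males), and without the filter on low counts it was 57 (36 and 21). A single male per group leaves sex tested on 3 male libraries from 2 mice.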

The 4-week time point was chosen as this is the time point at which mice implanted with GL261 cells first start to develop physical signs and have to be sacrificed per animal welfare guidelines.

### Cell culture

Mouse glioblastoma cell-line GL261 wildtype (NCI Tumor Repository) was cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Corning) supplemented with 10% fetal bovine serum (FBS) (Gemini Bioproducts), penicillin (100 units.ml^−1^), and streptomycin (100 μg.ml^−1^) (Corning). Cells were cultured at 37 °C in a 5% CO2 humidified incubator. Cells were periodically tested for mycoplasma contamination and found negative.

### Stable transduction reporter

To introduce reporter molecules, the mouse glioblastoma cell-line GL261 wildtype (NCI Tumor Repository) was stably transduced using a CSCW2 lentiviral vector [22] encoding a Gaussia luciferase transmembrane biotin acceptor domain fusion protein (GlucB) and GFP separated by an internal ribosome entry site (IRES) domain [23]. A second transduction was performed using a CSCW2 lentiviral vector encoding palmitoylated GFP for pan membrane-associated GFP expression, including in membrane particles released by these tumor cells [20, 24]. Selection and validation of viral transduction and reporter expression, resulting in the generation of GL261.GlucB-IRES-GFP.palmGFP (GL261.BpalmGFP) cells, were done based on GFP expression using FACS (BD FACSAria II SORP Cell Sorter).

### Intracranial tumor implantation

After anesthetizing the animals using 70 μl of a mixture of ketamine (Bioniche Pharma) (17.5 mg.ml^−1^) and xylazine (Santa Cruz Biotechnology) (2.5 mg.ml^−1^), C57BL6.CCR2^RFP/wt^ adult mice (12–18 weeks old) were implanted in the striatum with 1 × 10^5^ GL261.BpalmGFP or GL261 wildtype cells in 2 μl plain DMEM using a stereotactic frame. Cells were implanted using the coordinates from lambda—2 mm anterior, 0.5 mm left, and a depth of 2.5 mm from the skull. Four weeks after implantation, the mice were deeply anesthetized with 120 μl of a mixture of ketamine (17.5 mg.ml^−1^) and xylazine (2.5 mg.ml^−1^) followed by transcardial perfusion with 50 ml PBS for FACS or 4% PFA (VWR) for immunohistochemistry using a perfusion pump (Minipump Variable Flow, Fisher Scientific).

### EV isolation and intracranial injection

EVs were isolated from supernatant of GL261.BpalmGFP cultured for 48 h in DMEM with penicillin (100 units.ml^−1^) and streptomycin (100 μg.ml^−1^) (Corning) and EV-depleted FBS. FBS was depleted of EVs by overnight (16 h) ultracentrifugation at 200.000×*g* (*k*-factor 110.5). EV isolation was done using differential ultracentrifugation protocol consistent of centrifugation of supernatant at 300×*g* for 10 min, 2000×*g* 10 min, filtering through 0.8 μm filter (Sigma), and 100.000×*g* (*k*-factor of 220.1) 120 min in Quick-Seal® Polypropylene Tubes (Beckman) using Type 70 Ti in Optima^TM^ XE ultracentrifuge (Beckman) to pellet EVs. EV pellets were concentrated by centrifugation at 100.000×*g* (*k*-factor of 190.7) for 120 min in Thinwall Polypropylene Tubes (Beckman) using MLS-50 Swinging-Bucket Rotor (Beckman) in an Optima^TM^ MAX-XP Ultracentrifuge (Beckman). Pelleted EVs were resuspended in PBS, and subsequent characterization of EV pellet was performed by size distribution analysis using nanoparticle tracking analysis (Malvern) and western blot analysis. For western bolt analysis, EV pellets and cells were resuspended in RIPA buffer. Equal amount of protein as measured by Pierce BCA protein assay (Thermo Fisher) was loaded and ran on 10% SDS-PAGE gel (Thermo Fisher). Proteins were transferred onto nitrocellulose membrane and probed for ALIX (Santa Cruz, sc-53538, 1:200), TSG101 (Abcam, ab125011, 1:500), Flotillin-1 (Abcam, ab133497, 1:500), GAPDH (Millipore, CB1001, 1:1000), and GFP (Thermo Fisher, A-11120, 1:1000).

EV or carrier fluid (PBS) was injected intracranial following identical procedures as described in intracranial tumor implantation method section. Using NTA 2.2 with shutter set at 1000 and gain at 400, a 1 to 500 dilution of EV concentrate was measured with > 1000 completed tracks [25]. A total of 3 μl with a concentration of 1.4e12 particles.ml^−1^ was injected. Microglia were isolated 16 h after injection of EV or DPBS following procedures as described in methods sections harvesting of brains and preparation of single-cell suspensions and cell staining and FACS.

### Immunohistochemistry

Brains were collected and placed in 4% PFA for 24 h and subsequently placed in 25% sucrose for 48 h. The brains were then frozen in optimal cutting temperature compound (OCT) media (Sakura) in a dry ice bath containing 2-methyl-butanol. Twelve micro cryosections were prepared, placed on glass slides, and stored at − 80 °C. For processing, sections were washed for 10 min in PBS and permeabilized with 0.5% Triton-X PBS for 1 h at room temperature. Sections were blocked for 1 h at room temperature using 5% Normal Goat Serum (NGS) (Abcam) in PBS. Subsequently, the sections were labeled with a primary goat antibody and blocked using 5% Bovine Serum Albumin (BSA; Sigma-Aldrich) in PBS. Primary antibodies were diluted in 1.5% NGS or 1.5% BSA. Slides were then incubated with primary antibody solution overnight at 4 °C. After incubation, slides were washed 3 × 10 min in PBS. The secondary antibodies were diluted in 1.5% NGS or 1.5% BSA. Sections were then incubated with secondary antibody solution for 1 h at room temperature and subsequently washed 3 × 10 min using PBS. DAPI (0.1 μg.ml^−1^, Thermo Fisher) staining was performed for 30 min at room temperature. Next, the slides were washed for 10 min using PBS. Sections were mounted using ProLong Diamond Antifade Mountant (Thermo Fisher). Primary antibodies used were goat-anti-mouse ARG1 (Santa Cruz Biotechnology, sc18354, 1:200), goat-anti-mouse CD74 (Santa Cruz Biotechnology, sc5438, 1:200), rabbit-anti-mouse IBA1 (Wako, 019-19741, 1:1000), and mouse-anti-GFP tag antibody (Thermo Fisher, A-11120, 1:200). Secondary antibodies were donkey-anti-goat IgG Alexa Fluor 647 (Thermo Fisher, A21447, 1:500), donkey-anti-rabbit IgG Alexa Fluor 405 (Thermo Fisher, A31556, 1:500), and goat-anti-mouse IgG Alexa Fluor 488 (Thermo Fisher, A31560, 1:500).

### Microscopy

Fluorescence microscopy images were acquired on the Zeiss Axio Imager M2 (Carl Zeiss). Confocal images were obtained using the Zeiss LSM 710 inverted confocal microscope.

### Harvesting of brains and preparation of single-cell suspensions

After anesthetizing and perfusing with PBS, brains were removed and processed into single-cell suspension as described [26]. Briefly, brains were cut into small pieces and placed into a GentleMacs™ C-tube (Miltenyi Biotech, San Diego, CA, USA) with Roswell Park Memorial Institute (RPMI) 1640 with l-glutamine (no phenol red) medium (Fisher Scientific) containing dispase (2 U.ml^−1^) (Corning) and collagenase type 3 at a final concentration of 200 U.ml^−1^ (Worthington Biochemicals). The resulting mixtures were processed using the gentleMACS Dissociator (Miltenyi Biotech) on the brain program settings according to manufacturer’s directions. Thus, the brains were subjected to three rounds of dissociation each followed by a period of incubation at 37 °C for 10 min. DNase I grade II (Roche Applied Science) was added to a final concentration of 40 U.ml^−1^ and incubated for an additional 10 min before the final round of dissociation. After dissociation steps, PBS/EDTA containing 5% FBS was added to inactivate the enzyme mixture, and brain pieces were gently triturated gently, passed through a 100-μm filter (Fisher Scientific) and centrifuged at 400×*g* for 10 min. Cell pellets were resuspended in 10.5 ml RPMI/l-glutamine, mixed gently with 4.5 ml physiologic Percoll® (Sigma Aldrich), and centrifuged at 850×*g* without brake for 40 min. The subsequent pellets were then rinsed in PBS and centrifuged again at 400×*g* for 10 min. Red blood cells in the pellets were lysed using RBC lysis buffer (Boston BioProducts) for 2 min at room temperature followed by a washing step using RPMI/l-glutamine medium. The final cell suspensions were then resuspended in PBS with 0.2% FBS or in DPBS, 1× without calcium (Ca^2+^) and magnesium (Mg^2+^) (Corning) supplemented with 2 mM EDTA (Thermo Fisher), and 0.5% BSA (Sigma Aldrich), followed by staining and FACS. The interval between perfusion to FACS was approximately 5 h.

### Cell staining and FACS

To block non-specific binding of immunoglobulin to the Fc receptors, cells in suspension were incubated for 10 min on ice with TruStain fcX™ (anti-mouse CD16/32, BioLegend, #101319, clone 93, 1:100). Cell identification was based on levels of expression of CD45 and CD11b (microglia), CD45, CD11b, F4/80, Ly6C, and CCR2 (monocytes/macrophages). For microglia, we used anti-CD45-pacificBlue (BioLegend, #103125, clone 30-F11, 1:100) and anti-CD11b-Alexa647 (BioLegend, #101220, clone M1/70, 1:100) for tumor bearing mice. For monocytes/macrophages, anti-CD45-pacificBlue (BioLegend, #103125, clone 30-F11, 1:100), anti-CD11b-PE-Cy7 (BioLegend, #101215, clone M1/70, 1:100), anti-Ly6C-BV605 (BioLegend, #128035, clone HK1.4, 1:500), and anti-F4/80-APC (BioLegend, #123115, clone BM8, 1:75) were used. Cells were stained for 30 min on ice with gentle mixing every 10 min by pipetting the mixture up and down. To remove unbound antibodies, cells were centrifuged at 400×*g* for 8 min, resuspended in 0.2% FBS in PBS, and passed through a 35-μm nylon mesh strainer (BD Falcon). Cells were than sorted using a BD FACSAria II SORP Cell Sorter.

### RNA isolation and preparation for RNA sequencing

Cells isolated from brains in all experiments were directly sorted into 1.5 ml Eppendorf (Hauppauge) tubes containing 350 μl RLT Plus lysis buffer (Qiagen) at 4 °C. After FACS was completed, the tubes were weighed, and additional RLT Plus was added to the 1.5 ml Eppendorf if the sorted volume was larger than 50 μl at a ratio of a maximum of 50 μl 0.2% FBS PBS to 350 μl RLT Plus buffer. 2-Mercaptoethanol (Sigma) was added to the tubes at a ratio of 10 μl per 1 ml of RLT buffer, and RNA was then isolated using the RNeasy Plus Micro kit (Qiagen) and using the total RNA isolation protocol. Eluted RNA was aliquoted and stored at − 80 °C. Before preparation of cDNA fragments for RNA sequencing, RNA concentrations and quality were determined using the Agilent 2100 Bioanalyzer (Agilent Technologies) Pico-chips. cDNA for RNA sequencing was synthesized from RNA aliquots using the SMARTer Ultra Low Input RNA Kit for Sequencing–v3 (Clontech Takara) according to the manufacturer’s protocol. A total of 500 pg RNA were used for subsequent library generation. One microliter of a 1:50,000 dilution of ERCC RNA Spike-In Mix (Life Technologies) was added to each sample. Then, first-strand synthesis and tailing of RNA molecules were performed using 3′-SMART CDS primer II A (selecting for poly-A-tails) followed by extension and template switching by reverse transcriptase. Amplified cDNA was purified with 1x Agencourt AMPure XP beads (Beckman Coulter), in accordance with the SMARTer protocol. The eluted cDNA was stored at − 20 °C. The Nextera® XT DNA Library Preparation kit (Illumina) was used for sample barcoding and fragmentation according to the manufacturer’s protocol. cDNA samples were thawed, and a total of 1 ng of amplified cDNA was used for the enzymatic tagmentation followed by 12 cycles of amplification and unique dual-index barcoding of individual libraries. PCR product was purified with 1.8x Agencourt AMPure XP beads as detailed in the Nextera XT protocol, omitting the bead-based library normalization step. Library validation and quantification was performed by quantitative PCR using the SYBR® FAST Universal qPCR Kit (KAPA Biosystems). The individual libraries were pooled with equal concentrations, and the pool concentration was re-determined using the KAPA SYBR® FAST Universal qPCR Kit. The pool of libraries was subsequently diluted, denatured, and loaded onto the NextSeq 500 sequencer (Illumina) according to the manufacturer’s guidelines with the addition of 1% PhiX Sequencing Control V3 (Illumina). A NextSeq 500/550 High Output v2 kit (150 cycles) was used to run 75-bp paired-end sequencing.

### Immunofluorescent quantification

Zen Pro 2012 (Carl Zeiss) and ImageJ 1.49v (NIH) software packages were used to process the images. For immunofluorescence quantification, the fluorescence intensity of the microscopic pictures was analyzed using ImageJ for immunofluorescence quantification. Four microscopic pictures were taken per section. The average background intensity of 3 measurements was subtracted from each image. A total of 15 cells per section were selected using the freehand drawing tool, and the area and integrated density were measured. The following formula was used to obtain the fluorescence intensity: fluorescence per pixel = total integrated density/total area.

### Data processing and statistical analysis

The raw sequencing data was aligned to the mm10 genome using the STAR v2.4.0 h aligner with the default settings. Duplicate reads were marked using the MarkDuplicates tool in picard-tools-1.8.4 and removed. The uniquely aligned reads were then counted against Gencode’s GRCm38.p3 GTF annotations using htseq-count in the intersection-strict mode. Final read count files were generated with HTSeq-count version 0.6.1p1. Data analysis of mapped counts was performed in R 3.2.3 using the DESeq2 package (version 1.10) [27]. 

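The number of genes with at least 5 mapped reads was 11609, 12359 and 11927 in the control libraries of mice FC1, FC2 and MC. In the tumor-bearing mice FT, FT1 and MT it was 13255, 11474 and 12677 in the libraries labelled GFPneg and 13489, 12155 and 13054 in those labelled EV-GFPpos. Every library thus held more than the 6000 such genes that the methods ask for.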

Samples with less than 6000 genes with at least 5 mapped reads were excluded from analysis (*n* = 0). For unsupervised clustering, sample read counts were normalized using the regularized logarithm transformation method, which is similar to log_2_ transformation for genes with high counts and shrinks together the values for low count genes [27]. The regularized logarithm (rlog) values were used to plot heatmaps using the gplots (version 2.17) heatmap.2 function in R. Unsupervised clustering was performed based on the top 750 most variable genes between samples. Differential expression analysis was performed in DESeq2, and only two-sided Benjamini and Hochberg multiple testing adjusted *p* values are reported in this manuscript. The level of significance used is < 0.05 Benjamini and Hochberg multiple testing adjusted *p* value. Error bars display mean ± standard error of the mean (SEM). 

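The deposited labels name 6 mice, 3 controls with 1 library each and 3 tumor-bearing mice with 1 library per GFP label. Cells of both labels thus came from the same brains. After the group means were taken out, the correlation across genes between the libraries of one mouse was 0.103 for mouse FT, 0.216 for FT1 and 0.119 for MT (genes are not independent replicates, and no test was made). Libraries within a group were not copies of each other, since differences between them exceeded the counting noise by a factor of 9.47 to 56.0 (chi-square per degree of freedom).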

The “n” represents three individual mice for the EV-GFP^pos^ microglia and GFP^neg^ tumor and control microglia experiments.

For analysis of specific gene sets, the microglial sensome was extracted from Hickman et al. ^8^. The human sensome was derived in a similar manner as the mouse sensome (manuscript in preparation). The IL6/STAT3 and TGF-β sets were extracted from the gene set enrichment analysis (GSEA) hallmark collection [28]. The IL4, IL10, and IFNγ sets were calculated from the Xue et al. [29] study by extracting the 150 highest upregulated genes compared to baseline. For the IL6/STAT3, TGF-β, IL4, IL10, and IFNγ sets, human to mouse homolog conversions were performed using The Jackson Laboratory Human and Mouse Homology Report (accessed February 18th 2016) supplemented by manual curation. Venn diagrams were generated using the VennDiagram R package (version 1.6.16) [30]. Principal component analysis (PCA) was performed by utilization of the DESeq2’s built-in PCA function using the default settings. Final bar graph, dotplots, PCA, and MA plots were generated in GraphPad Prism (version 5.0c and 7.02).

### Statistical analysis of human glioblastoma macrophage/microglia data

Data on bulk human glioblastoma macrophages/microglia was downloaded from the NCBI Gene Expression Omnibus (GSE80338) as deposited by Szulzewsky et al. [31]. For comparative expression analysis, only samples from glioblastoma patients (*n* = 8) and postmortem controls (*n* = 5) were used. Samples with less than 6000 genes with at least 5 mapped reads were excluded from analysis (*n* = 0). The sample-to-sample heatmap was generated using the Pheatmap R package version 1.08 and using the Eucladian distance between samples.

Single-cell glioblastoma microglia data was extracted from http://www.gbmseq.org/ and described and published by Darmanis et al. [32]. Similar to the original publication, every cell in the myeloid clusters were allocated to the subgroup of either macrophage or microglial origin, based on the mean expression of macrophage (CRIP1, S100A8, S100A9, ANXA1, and CD14) or microglia (TMEM119, P2RY12, GPR34, OLFML3, SCL2A5, SALL1, and ADORA3) markers [32]. For every microglia cell, t-distributed stochastic neighbor embedding (tSNE) mapping was performed based on the published coordinates for every cell in the dataset using ggplot2 version 2.2.1. The normalized read counts and differential expression data were extracted for every microglial cell comparing glioblastoma core cells to peripheral cells using DESeq2 similar as described above.

## Results

### Diffuse microglia, monocytes, and macrophage infiltration in glioblastoma

To identify immune cells that had taken up tumor-derived GFP and thus interacted with the tumor (Fig. 1a), we implanted syngeneic mouse glioblastoma cells, GL261.BpalmGFP, or carrier medium in adult C57BL6.CCR2^RFP/WT^ mice that express red fluorescent protein (RFP) under the CCR2 promoter in peripheral blood monocytes and monocyte-derived macrophages, but not in microglia [21]. Four weeks following implantation, the mice were euthanized, and the brains used either for immunofluorescent staining of brain sections or for FACS of brain cells. Using this model, tumor cells express GFP, microglia are labeled with antibodies to IBA-1, and recruited monocytes and macrophages express RFP (Fig. 1b, c). Microglia, monocytes, and macrophages that are closely interacting with glioblastoma cells are positive for IBA-1 and RFP respectively (Fig. 1b). Confocal microscopy and 3-dimensional reconstruction confirmed that GFP is found inside these IBA-1^pos^ microglia (Fig. 1c).

**Fig. 1:**
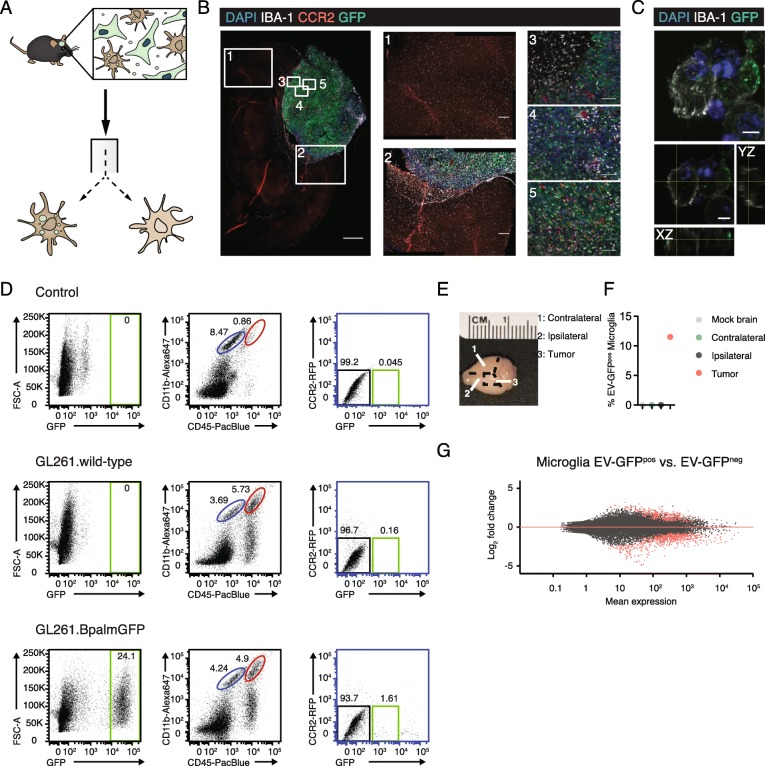
Glioblastoma-interacting microglia internalized tumor-derived GFP. **a** A schematic illustrating our model of C57BL6.CCR2^RFP/WT^ mice implanted with GL261.BpalmGFP glioblastoma cells. Four weeks after tumor implantation, brains were harvested, and microglia, monocytes, and macrophages were sorted based on cell specific antigens and GFP uptake. **b** IBA-1 positive microglia were present throughout the brain (1) and infiltrated the GFP-positive tumor (2–5). CCR2-positive (RFP-labeled) myeloid-derived cells infiltrated the tumor, but were mostly absent in other parts of the brain (1). **c** Confocal microscopy images show that GFP was taken up by IBA-1 positive microglia. **d** Microglia were identified as CD11b^high^/CD45^med^ cells (dark blue gate). Microglia were then sorted based on the GFP signal detected as the upper limit in the control (no tumor) and GL261 wildtype (no GFP) implanted mice. Only in mice implanted with GL261.BpalmGFP, a population of GFP-positive microglia, was identified (green gate in the GFP/CCR2 plot). **e** Delineation of brain areas separated for microglial isolation in F. **f** Only microglia isolated from the tumor contained GFP. Results from a representative experiment are shown. **g** MAplot shows 384 significantly up- or downregulated genes plotted in red when comparing GFP^pos^ (glioblastoma-interacting microglia-GIM) to GFP^neg^ microglia. Scale bars **b** 1000 μm, 1–2; 200 μm, 3–5; 100 μm (**c**), 5 μm

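Between the libraries labelled EV-GFPpos and GFPneg, 263 of 12358 genes were higher and 11 lower under the EV-GFPpos label at an adjusted p under 0.05 in edgeR, and 2103 had an unadjusted p under 0.05. Single libraries moved the number of calls. It was 76 without the GFPneg library of mouse FT, 68 without that of mouse MT, and 23, 32 and 79 without the EV-GFPpos library of mouse FT, FT1 and MT. With the mouse as a block in a fit of the 6 tumor libraries it was 535 (360 higher, 175 lower). The choice of test split the directions differently, with 667 higher and 265 lower in DESeq2. ERCC size factors, which shift all genes, gave 3423 higher and 0 lower.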

For FACS, we generated highly enriched microglia, monocyte, and macrophage populations from the brains of tumor-bearing and control mice using an established protocol for cell dissociation, isolation, and analysis [26, 33, 34]. Microglia were sorted based on levels of CD11b and CD45 (Fig. 1d). Monocytes and macrophages were separated by additional staining for F4/80 and LY6C, as well as by expression of CCR2-RFP (not shown**)** [21, 35, 36]. The cells were isolated from brains injected with only carrier fluid (control), GL261, or GL261.BpalmGFP tumor cells. Microglia, monocytes, and macrophages were then sorted based on their level of GFP fluorescence to separate cells that had taken up tumor-derived membranous material from those that had not (Fig. 1d). The GFP cutoff was determined by comparing the relative GFP intensity detected in our target cell subsets isolated from brains injected with GL261 wildtype (no GFP) to brains injected with GL261.BpalmGFP (Fig. 1d). By separately analyzing the tumor area, as well as the remaining ipsilateral and contralateral sides of the brain (Fig. 1e**)**, we found that EV-GFP positive (GFP^pos^) microglia, monocytes, and macrophages were only present within and immediately adjacent to the tumor, confirming that the GFP^pos^ cells are closely associated with tumor cells (Fig. 1f). Total RNA was isolated, and sequencing libraries were made using SMARTer Ultra Low Input RNA Kit. Sequencing was done using an Illumina NextSeq, and bioinformatic analysis was performed using DESeq2 in R [27].

### An interactive online tool for analysis of gene expression in microglia, monocytes, and macrophages in glioblastoma

Using this approach, we generated a comprehensive dataset with comparative transcriptomes of control microglia (carrier-injected mice), GFP^pos^ glioblastoma-interacting microglia (EV-GFP^pos^ microglia), and glioblastoma GFP^neg^ microglia. 

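The deposited data hold 9 libraries of sorted microglia from 6 mice. GL261.BpalmGFP is a mouse glioma line whose membranes, and with them the EVs it sheds, carry palmitoylated GFP. Microglia that take up such material turn green and can be sorted apart from GFP negative ones of the same brain. The paper leaves open whether that material was EVs in every green cell, or debris of tumor membranes. Cells were collected 4 weeks after implantation. Full-length cDNA was made from poly-A RNA, ERCC spike-in RNA was added to each sample, and reads were sequenced in pairs. The authors aligned the reads, removed duplicates and counted the rest per gene, and deposited raw counts. Removing duplicates lowers the counts of the most abundant genes more than those of others. Gene counts per library were 3153460 to 3897407 (median 3173395) in control microglia, 3639588 to 4481708 (median 4076131) in the libraries labelled GFPneg and 3147898 to 4846875 (median 3289596) in those labelled EV-GFPpos. Sequenced fragments in no annotated gene made up 14.6% to 33.4% of the deposited counts, most in control mouse MC. Spike-in counts were 675 to 2076 in control, 3053 to 5408 under the GFPneg label and 341 to 1926 under the EV-GFPpos label. All 9 libraries were fitted together with edgeR's quasi-likelihood test on 12358 of 45317 genes, with TMM normalization and Benjamini-Hochberg adjusted p-values. In all that follows a group carries the label it has in the deposited data. This matters because the group means in Table S1A equal those of the libraries that carry the other tumor label.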

To facilitate analysis of these datasets, we developed an interactive online tool with additional functional and pathway information linked to every gene. The microglia dataset is accessible at http://www.glioma-microglia.com.

To illustrate the usefulness of our dataset, we performed an in-depth analysis of the microglia data and include it in this manuscript. Normalized expression counts and differential expression data available for all genes passing quality metrics are available in Supplementary Table S1a. 

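Table S1A was held in part, with 1997 of its 18476 genes, and 1981 of these could be compared with the deposited counts after division by DESeq2's size factors. The table's control means equaled those of the control libraries in 1981 genes, to within 0.1%. Its means for GFPneg microglia equaled those of the libraries labelled EV-GFPpos, and its means for GFPpos microglia those of the libraries labelled GFPneg, in 1981 genes. They equaled the means of the libraries with the same label in 0 genes. Apoe is an example, at 2908 normalized counts in control, 18153 in the libraries labelled EV-GFPpos (GFPneg in the table) and 20442 in those labelled GFPneg (GFPpos in the table). The counts alone cannot decide which of the deposited labels and the table has the groups exchanged.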

When analyzing the highest expressed genes in the control, GFP^neg^ microglia, and EV-GFP^pos^ microglia, multiple established microglia genes such as *Cx3cr1*, *HexB,* and *P2ry12* were among the most highly expressed [26, 34] (Supplementary Table S1A). 

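Ranked by mean CPM, Cx3cr1 was at place 7 in control, 70 in the libraries labelled GFPneg and 14 in those labelled EV-GFPpos. P2ry12 was at 5, 54 and 9.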

To determine if differential RNAseq expression correlated with differential protein levels, we performed immunofluorescent staining for IBA-1, CD74, and ARG1 comparing the level in microglia from control brains versus tumor-bearing brains and the gene expression level of these genes in the differently sorted microglia populations. 

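Aif1, the gene of IBA-1 (chromosome 17, 35170991 to 35176068), stood at 514 ± 69.3 CPM in control, 515 ± 135 in the libraries labelled GFPneg and 559 ± 25.9 in those labelled EV-GFPpos (mean ± SD, 3 libraries each). The log2 fold changes against control were 0.0015 (SE 0.23, adjusted p = 0.998) and 0.12 (SE 0.23, adjusted p = 1.00) in edgeR. The former changed sign between fits, from -0.23 to 0.14 as each library was left out, and was -1.60 with ERCC size factors (adjusted p = 0.158, edgeR). Differences of this size are within the spread between libraries.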

Similar levels of IBA-1 protein and RNA levels were detected comparing control versus tumor microglia (Supplementary Fig. 1A-C). 

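Cd74 stood at 222 ± 71.7 CPM in control, 14883 ± 2494 in the libraries labelled GFPneg and 10361 ± 2196 in those labelled EV-GFPpos. Its log2 fold change against control was 6.07 (SE 0.32, adjusted p = 4.92e-06) and 5.54 (SE 0.31, adjusted p = 1.05e-05) in edgeR. For Arg1 the CPM were 0.657 ± 0.569, 656 ± 419 and 244 ± 163, and the log2 fold changes 9.85 (SE 0.88, adjusted p = 0.000129) and 8.42 (SE 0.86, adjusted p = 0.000565) in edgeR. Both genes were higher than every control library in 3 of 3 tumor libraries of each label. Each stayed past the threshold in all fits that left out 1 library and under every other alternative.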

In parallel, elevated levels of *Cd74* and *Arg1* RNA in tumor microglia was also detected at the protein expression level of CD74 and ARG1 protein (Supplementary Fig. 1A-C). Overall, these results showed a strong correlation between RNA and protein levels.

### EV-GFP^pos^ microglia represent the most influenced tumor-associated microglia

Unsupervised clustering of the top 750 most differentially changed genes showed a clear separation of microglia from control versus tumor-bearing mice, as well as a separation based on GFP status of microglia in tumor-bearing mice (Fig. 2a). 

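On the 750 genes with the most variable log2 CPM, the mean Euclidean distance was 133 between control libraries and those labelled GFPneg, 95.2 between control and those labelled EV-GFPpos, and 76.5 between the 2 tumor labels. Within groups it was 63.1 (control), 75.1 (GFPneg) and 56.3 (EV-GFPpos). Distances between groups exceeded those within groups by 36.6 on average (exact permutation test over all 280 splits into 3 groups of 3, one-sided p = 0.00714), and by 22.9 on DESeq2's rlog values (exact permutation p = 0.00357). This test pools distances to control with those between the tumor labels and leaves out the pairing by mouse. It therefore does not test the split by GFP label, where the distance of 76.5 was near the 75.1 within the GFPneg label. At 3 clusters under complete linkage, the controls formed one cluster, the GFPneg libraries of mice FT and MT another, and the GFPneg library of FT1 joined the 3 EV-GFPpos libraries. The clusters equaled the groups only in the fit without the GFPneg library of mouse FT, with a difference of 37.8. At 2 clusters the controls parted from all 6 tumor libraries. This split did not hold with all tested genes, average linkage or ERCC size factors, or without the GFPneg library of FT1 or MT or the EV-GFPpos library of FT, where 1 or more EV-GFPpos libraries, and with ERCC size factors also the GFPneg ones, joined the controls.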

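Of the tested genes, 23.9% had the larger absolute log2 fold change against control under the EV-GFPpos label and 76.1% under the GFPneg label. Taken mouse by mouse the former share was 25.8% (FT), 28.2% (FT1) and 22.5% (MT), with an SD of 2.86 points. In 20 simulations of unchanged groups that share their controls it averaged 49.9%. Leaving out control mouse FC1 moved it most among the single libraries, to 30.1%. The median log2 fold change of all genes was -0.019 (EV-GFPpos against control), -0.021 (GFPneg against control) and -0.032 (EV-GFPpos against GFPneg). Scaling by ERCC spike-ins moved these medians to 0.53, -1.66 and 2.17, and gave a share of 22.2%. Signs given for that scaling elsewhere include this shift of all genes.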

When plotting levels of expression for all genes, comparing expression of GFP^neg^ microglia and EV-GFP^pos^ microglia versus control microglia, we found that for most genes, differential expression was stronger for EV-GFP^pos^ microglia than GFP^neg^ versus control microglia (Fig. 2b). Expression of 380 genes was significantly changed in both GFP^neg^ microglia and EV-GFP^pos^ microglia compared to control microglia. In contrast, 2242 genes were significantly changed only in EV-GFP^pos^ microglia (but not in GFP^neg^ microglia) compared to control (Fig. 2b). 

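Against control, 221 genes had an adjusted p under 0.05 (edgeR) under both tumor labels. All of them changed in the same direction, and 219 had the larger log2 fold change in the libraries labelled GFPneg. Groups that share their controls have correlated fold changes, and the 20 simulations of unchanged groups gave 0 shared genes on average. Across all tested genes the correlation between both sets of fold changes was 0.821, against 0.501 in the simulations. The number of shared genes was 133 without control mouse FC1 and 122 without the EV-GFPpos library of mouse MT. It rose to 443 with DESeq2, the alternative that moved it most.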

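No gene was called only under the EV-GFPpos label (0 genes, with 838 at an unadjusted p under 0.05 in EV-GFPpos against control), and 1422 genes were called only under the GFPneg label. With DESeq2's prior on fold changes, the default of the version named in the methods, these numbers were 2 and 2221. With ERCC size factors they were 60 and 1497, along with the shift of all genes, and under the other alternatives with deposited labels at most 3 genes were called only under the EV-GFPpos label. A gene called in one comparison and not in the other is not thereby shown to differ between the labels. The direct comparison of both labels is the test of that.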

Comparison of differential expression between EV-GFP^pos^ microglia versus GFP^neg^ or control microglia showed that most genes that are significantly altered in GFP^pos^ versus GFP^neg^ microglia are also significantly changed in EV-GFP^pos^ microglia versus control microglia (Fig. 2c). 

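Of the genes that differed between both tumor labels, 6 (2.19%) also had an adjusted p under 0.05 in EV-GFPpos against control (edgeR). This number was 0 without the GFPneg library of mouse FT or MT or the EV-GFPpos library of FT or FT1, 1 without the EV-GFPpos library of MT, 11 without control mouse MC and 24 without FC2. It was 12 with sex as a covariate, 71 without the filter on low counts and 104 with DESeq2's prior, the largest change among the alternatives with deposited labels.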

Comparing GFP^neg^ microglia to either EV-GFP^pos^ microglia or control microglia confirmed these results (Fig. 2d). 

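Between the libraries labelled GFPneg and control, 1643 genes had an adjusted p under 0.05 (edgeR), and 3534 had an unadjusted p under 0.05. The genes that differed between both tumor labels were among them in 273 cases (99.6%). In 95.1% of the genes called in GFPneg against control the mean of the EV-GFPpos libraries lay between the control mean and the GFPneg mean, a share that choosing genes by the GFPneg comparison itself raises. Without control mouse FC1, 837 genes passed, and in a fit of only the 6 libraries of these groups 917 did.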

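Of the 750 genes with the highest mean CPM in each group, 475 were shared by all 3 groups. Only the control list held 76 genes, only the list of the GFPneg label 190 and only that of the EV-GFPpos label 13. Control shared 188 further genes with the EV-GFPpos label and 11 with the GFPneg label, and both tumor labels shared 74. Leaving out control mouse FC1 raised the number found only under the EV-GFPpos label to 30. Medians of the 3 libraries in place of means gave 467 genes in all lists.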

Evaluation of overlap between the top 750 genes expressed by the three sets of microglia showed most uniquely expressed genes in either control or EV-GFP^pos^ microglia, with GFP^neg^ microglia being in-between (Fig. 2e). This analysis indicates that EV-GFP^pos^ microglia represent a subset of microglial cells that are the most influenced by the tumor.

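From the clustering, the larger fold changes of EV-GFPpos microglia in Fig. 2b, the genes changed in that group alone, the overlap between comparisons in Fig. 2c and d and the top expressed genes in Fig. 2e, the paper concludes that the EV-GFPpos cells are the subset of microglia most influenced by the tumor. In the deposited data, the libraries that lie farther from control in each of these measures are those labelled GFPneg. The paper's Table S1A gives these same libraries' means as those of GFPpos microglia.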

**Fig. 2:**
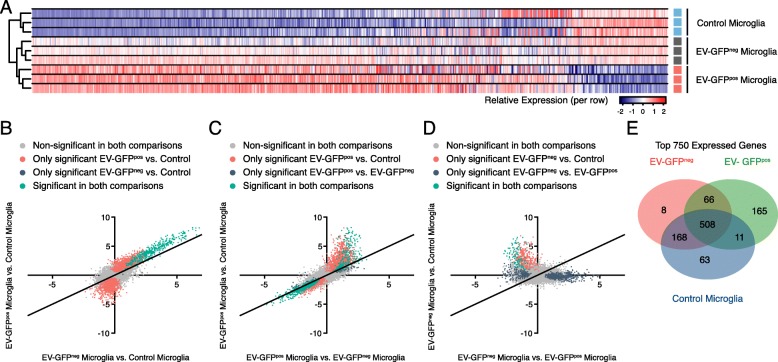
RNA Expression changes are most pronounced in EV-GFP^pos^ microglia compared to GFP^neg^ microglia. **a** In unsupervised clustering of the top 750 most variable genes, microglia cluster together based on tumor status and GFP uptake status. **b** Comparative analysis of differential expression levels of EV-GFP^pos^ microglia and GFP^neg^ microglia compared to control microglia showed 380 shared significantly upregulated genes (green). Overall, the differential expression was higher for EV-GFP^pos^ microglia. These microglia expressed 1426 significantly upregulated and 1196 downregulated genes (red). **c** Most genes significantly changed between EV-GFP^pos^ microglia and GFP^neg^ microglia and were also significantly altered in EV-GFP^pos^ microglia compared to control. **d** These patterns were confirmed in the comparisons of GFP^neg^ to either GFP^pos^ or control. **e** Venn diagram showed overlap between top 750 expressed genes. GFP^neg^ tumor microglia shared most genes with control microglia and EV-GFP^pos^ microglia. This confirmed that EV-GFP^pos^ microglia represent the most altered tumor-associated phenotype

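All genes called in EV-GFPpos against control were higher in the tumor libraries, and 0 were lower. In GFPneg against control, 848 were higher and 795 lower. With ERCC size factors this split was 327 and 1453, and in EV-GFPpos against control 343 and 0. DESeq2's prior gave 1408 higher and 1191 lower genes in GFPneg against control. Without the filter on low counts, 441 genes were higher and 1 lower in EV-GFPpos against control, and without control mouse MC 187 and 1.

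**Figure D1:**
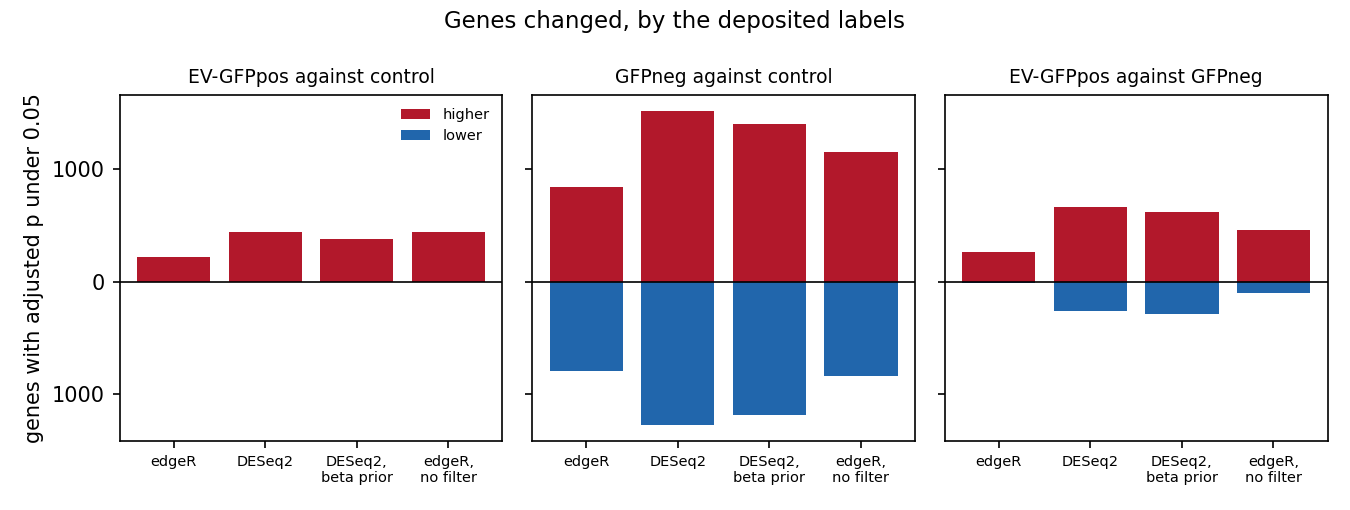
Number of genes with an adjusted p under 0.05 in each comparison (vertical axis, genes; higher above 0 and lower below 0) under edgeR, DESeq2, DESeq2 with its prior and edgeR without the filter on low counts. GFPneg against control has the most genes under each of these tests.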

### Cytokine pathways

The concept that microglia are activated to either an “M1” (INFγ stimulated) or “M2” (IL4 stimulated) state is actively debated in the current literature [37, 38]. We analyzed our dataset to determine if glioblastoma affects microglial cytokine pathways in vivo. We focused on the four pathways regulated by IL4, IL10, IL6/STAT3, and INFγ (Supplementary Figure 2). Overall, analysis of the cytokine signatures in our dataset shows that several tumor-supportive genes belonging to multiple cytokine-related pathways are upregulated in glioblastoma-associated microglia in vivo indicating a more complicated profile than the binary M1/M2 classification. 

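Against control, Irf7 had log2 fold changes of 5.93 (SE 0.54, adjusted p = 0.000129) under the GFPneg label and 4.91 (SE 0.52, adjusted p = 0.00065) under the EV-GFPpos label in edgeR. Ccl7 had 2.75 (SE 0.38, adjusted p = 0.00103) and 1.52 (SE 0.36, adjusted p = 0.0682), and Sod2 1.41 (SE 0.37, adjusted p = 0.0289) and 0.68 (SE 0.36, adjusted p = 0.948) in edgeR. The latter call of Ccl7 passed without control mouse FC2 (log2 fold change 2.07, adjusted p = 0.0105, edgeR), in DESeq2 (1.50, adjusted p = 0.00419) and without the filter on low counts. Under the GFPneg label Ccl7 no longer passed with ERCC size factors (1.11, adjusted p = 0.334, edgeR). Sod2 under that label lost its call without control mouse FC1 (1.20) or MC (1.36), the GFPneg library of MT (1.03) or the EV-GFPpos library of FT (1.40), and turned to -0.31 with ERCC size factors. Adam19 and Wnt5a had log2 fold changes of 5.32 (SE 1.53, adjusted p = 0.0421) and 4.39 (SE 1.20, adjusted p = 0.0343) under the GFPneg label in edgeR, and 3.14 (SE 1.44, adjusted p = 0.749) and 1.86 (SE 1.12, adjusted p = 1.00) under the EV-GFPpos label. The GFPneg calls of these genes rest on low counts. The call of Adam19 was lost without control mouse FC1 (4.77), control mouse FC2 (4.76), the GFPneg library of FT (5.21), the GFPneg library of MT (4.93), the EV-GFPpos library of FT (5.31) or the EV-GFPpos library of MT (5.27). That of Wnt5a was lost without control mouse FC1 (4.18), control mouse MC (3.82), the GFPneg library of MT (3.65), the EV-GFPpos library of FT (4.38), the EV-GFPpos library of FT1 (4.34) or the EV-GFPpos library of MT (4.35), and with sex as a covariate (4.12) or ERCC size factors (2.26).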

Correlation between gene expression, protein levels, and microglial functions should therefore be performed to determine the in vivo Microglia_Glioblastoma_ specific phenotype.

### Effect of glioblastoma cells on genes involved in key microglial functions

Microglia are involved in brain development, aging, response to injury, and various pathological conditions [38–40]. Microglia have three major functions. First, they continuously survey their milieu to sense changes in their environment. Second, they help protect the brain from invading pathogens and noxious stimuli [41]. Third, they promote homeostasis and synaptic remodeling in development and learning [38, 42]. Microglia express clusters of genes that allow them to perform their different functions and have a number of distinct transcriptomic signatures, which vary with the physiological and/or pathological state of the brain [26, 34]. The homeostatic functions of microglia and expression of genes involved in these functions are regulated by TGF-β [43, 44]. To determine the effects of glioblastoma cells on the three essential microglial functions, we mined our dataset for genes and pathways involved in each of these functions.

### Homeostasis

TGF-β regulates the microglial homeostatic phenotype [44, 45]. We found that only in GFP^pos^ microglia both *Tgf-β1* and the Tfg-β receptor 1 (*Tgf-βr1*) are significantly downregulated compared to control microglia (log_2_ fold-change − 1.00 and − 2.11, respectively) (Supplementary Table S1B). 

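Tgfb1 (chromosome 7, 25687002 to 25705077) ranged from 247 to 347 CPM in control, 103 to 175 in the libraries labelled GFPneg and 224 to 275 in those labelled EV-GFPpos. Against control these gave log2 fold changes of -1.07 (SE 0.26, adjusted p = 0.0225) and -0.18 (SE 0.26, adjusted p = 1.00) in edgeR. The former lost its call without control mouse FC1 (-0.89, adjusted p = 0.0879, edgeR) or the GFPneg library of MT (-0.91, adjusted p = 0.0735, edgeR), and the latter was 0.013 without FC1. Tgfbr1 (chromosome 4, 47353222 to 47414931) stood at 1674 ± 689, 357 ± 77.7 and 1329 ± 17.3 CPM. Its log2 fold change was -2.23 (SE 0.31, adjusted p = 0.00119) under the GFPneg label, from -2.46 to -1.92 across the fits that left out 1 library, and -0.33 (SE 0.30, adjusted p = 1.00) under the EV-GFPpos label in edgeR. The EV-GFPpos values turned with ERCC size factors, to 0.25 (Tgfb1) and 0.22 (Tgfbr1).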

A global view of the TGF-β pathway revealed that 64.2% of TGF-β genes are downregulated when comparing EV-GFP^pos^ microglia to control microglia (Fig. 3a and Supplementary Table S1B**)**. 

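Of the 53 TGF-β genes in Fig. 3a, 51 were tested. Their log2 fold change against control was negative in 37 (72.5%) under the EV-GFPpos label and in 35 (68.6%) under the GFPneg label. Mouse by mouse the former share was 66.7% (FT), 47.1% (FT1) and 72.5% (MT), an SD of 13.3 points. With ERCC size factors the direction flipped under the EV-GFPpos label, to 11.8% lower, and reached 92.2% under the GFPneg label, along with the shift of all genes. With DESeq2's prior the shares were 73.6% under the EV-GFPpos label and 64.2% under the GFPneg label. The paper's value for EV-GFPpos microglia thus equals that of the libraries labelled GFPneg. With an adjusted p under 0.05 (edgeR), 1 gene was higher and 0 lower under the EV-GFPpos label, and 3 were higher and 8 lower under the GFPneg label. Adjusted over the list alone these were 2 and 0, and 3 and 9.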

*Smad3*, one of the key downstream effectors in the TGF-β pathway, is also significantly downregulated in EV-GFP^pos^ microglia (log_2_ fold-change − 2.10) (Fig. 3a and Supplementary Table S1A). 

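Smad3 (chromosome 9, 63646767 to 63757994) stood at 179.8 ± 41.0 CPM in control, 38.5 ± 5.76 in the libraries labelled GFPneg and 114 ± 14.6 in those labelled EV-GFPpos. The log2 fold change against control was -2.22 (SE 0.28, adjusted p = 0.000646) and -0.65 (SE 0.26, adjusted p = 0.545) in edgeR. Across the fits that each left out 1 library it ran from -2.35 to -2.11 and from -0.78 to -0.52, with no change of call.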

Overall, these data imply that TGF-β signaling is downregulated in EV-GFP^pos^ microglia suggesting a disruption in microglial homeostasis.

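Set tests on the list came out as follows. The camera test of limma placed the TGF-β genes lower in EV-GFPpos against control (adjusted p = 0.112 over the 3 comparisons) and in GFPneg against control (adjusted p = 0.112). With an estimated correlation between genes the adjusted p was 0.348 in each. The fry test gave an adjusted p of 0.75 in EV-GFPpos against control and 0.0477 in GFPneg against control. Only the latter call of fry passed 0.05 against control, and camera with its preset correlation made none after adjustment. Between both labels, 37.3% of the genes were lower under the EV-GFPpos label (camera adjusted p = 0.291, fry adjusted p = 0.0477). Among 10000 random lists of equal expression, the list's median log2 fold change of -0.17 (EV-GFPpos) and -0.33 (GFPneg) fell at percentile 0.55 and 4.30. The paper proposes from the lower genes in EV-GFPpos microglia that homeostasis is disrupted in those cells.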

**Fig. 3:**
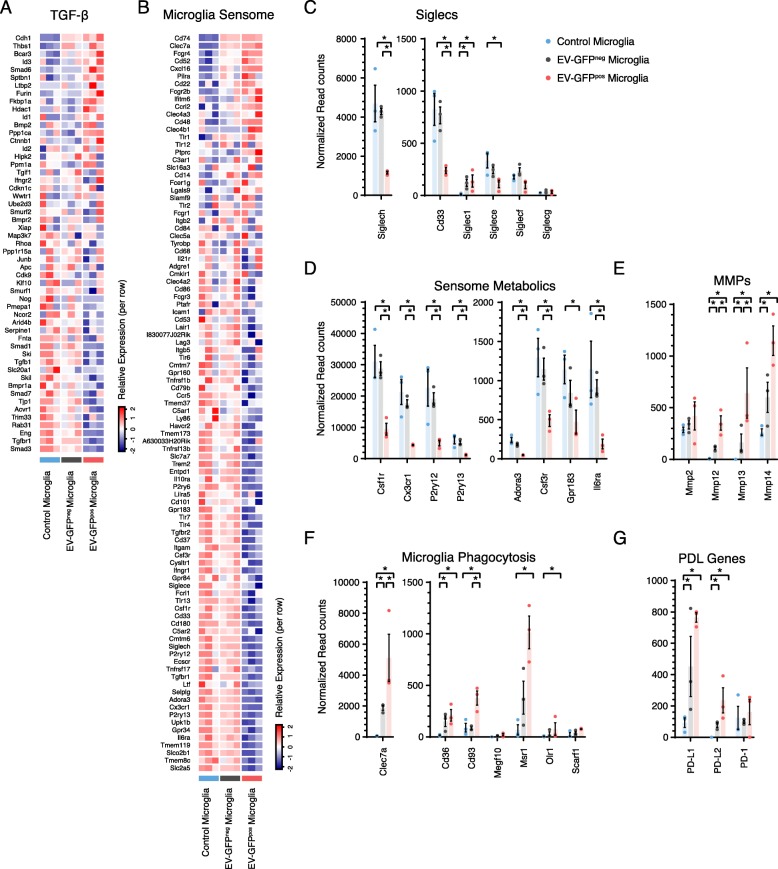
Glioblastoma microglia have a downregulated homeostatic TGF-β pathway, tumor-derived danger signal sensing capacity, and disrupted host defense. **a** TGF-β is the key regulator for microglial homeostasis. In GIM, *Tgfb1* and downstream signaling genes including *Smad3* are significantly downregulated, indicating a disruption of homeostatic functions. **b** EV-GFP^pos^ microglia showed significantly reduced levels of 57% of microglial sensome genes compared to GFP^neg^, indicating reduced capability of sensing of tumor cells and tumor-derived danger signals in EV-GFP^pos^ microglia. **c** Normalized read counts of Siglecs, involved in direct glioblastoma-microglial cellular interactions, showed significant downregulation of *Cd33*, *Siglece*, and *Siglech* in (GFP^pos^) GIM, whereas only *Siglec1* was upregulated. **d** Seven out of eight sensome genes involved in the sensing of metabolic signals were significantly downregulated in EV-GFP^pos^ microglia. **e** Matrix metalloproteinases (MMPs) were upregulated in GIM. *Mmp12*, *Mmp13*, and *Mmp14* were significantly upregulated tumor supportive genes. **f** Genes involved in phagocytic activity in microglial cells were upregulated. *Cd93* and *Clec7a* were significantly higher in EV-GFP^pos^ microglia than GFP^neg^ microglia. **g** Programmed death ligand 1 and 2 (*Pd-l*1 and *Pd-l*2) were significantly upregulated in tumor-associated microglia. Asterisk (*) indicates significant (multiple testing adjusted *p* value < 0.05) differential expression. Error bar represents the SEM, bar represents the mean, and dots display individual measurements (C-G *n* = 3)

### Host defense

The third important microglial function is host defense against viral, bacterial, fungal, and parasitic infections, but also against tumor cells [46]. We mined our dataset for microglial genes involved in this function. Interactions of the programmed cell death 1 receptor (PD1) on activated T cells with its ligands programmed death ligand 1 and 2 (PD-L1 and 2) maintain immunologic tolerance through the suppression of auto-reactive T cells [47]. PD-L1 and PD-L2 are expressed on antigen-presenting cells, as well as on tumor cells including glioblastoma [48, 49]. 

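Pdcd1, the gene of PD1, stood at 35.3 ± 36.8 CPM in control, 44.3 ± 38.6 in the libraries labelled GFPneg and 28.3 ± 4.44 in those labelled EV-GFPpos. No comparison called it, and the log2 fold changes against control changed sign with single libraries, between -0.18 to 1.71 (GFPneg) and -0.71 to 1.06 (EV-GFPpos).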

As expected, very little *Pd1* RNA was expressed in microglia as it is usually expressed on T cells [50]. However, increased expression of *Pd-l1* and *Pd-l2* transcripts was higher in EV-GFP^pos^ microglia as compared to GFP^neg^ microglia with both being significantly higher than for control microglia (Fig. 3g). These data identify another pathway by which glioblastoma can possibly evade the immune system, by altering microglia to suppress T cell activation through modulation of T cell immune checkpoints. This finding gains added importance as PD1/PD-L1 directed immune checkpoint therapy is being used against a number of peripheral tumors [51].

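Cd274, which encodes PD-L1 (chromosome 19, 29367455 to 29388095), stood at 26.3 ± 15.3 CPM in control, 210.4 ± 15.6 under the GFPneg label and 130.1 ± 95.3 under the EV-GFPpos label. Its log2 fold change against control was 2.99 (SE 0.60, adjusted p = 0.00779) and 2.30 (SE 0.58, adjusted p = 0.0958) in edgeR. The second value passed without the EV-GFPpos library of FT1 (2.66, adjusted p = 0.0366, edgeR), in DESeq2 (2.29, adjusted p = 0.0032), without the filter on low counts and with ERCC size factors (adjusted p = 0.0499, edgeR). The first did not pass with ERCC size factors (1.09, adjusted p = 0.343, edgeR). Pdcd1lg2, which encodes PD-L2, had at most 3 counts in each control library and was at least 72.8-fold higher under the GFPneg label (adjusted p = 0.000381, edgeR) and at least 25.3-fold higher under the EV-GFPpos label (adjusted p = 0.00215, edgeR). Between both labels neither gene was called, with log2 fold changes of -0.69 (SE 0.55, adjusted p = 0.561) for Cd274 and -1.53 (SE 0.54, adjusted p = 0.195) for Pdcd1lg2, EV-GFPpos against GFPneg, in edgeR. Both turned with ERCC size factors, to 2.05 and 0.89.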

### Sensing

The ability to sense changes in the cellular environment in the brain is a major microglial function that allows these cells to adapt to and influence the changing milieu [52, 53]. The armamentarium of 100 genes that allow microglia to perform such functions is termed the sensome [26] (Supplementary Table S1A). These include pattern recognition receptors (25%), receptors involved in cell-cell interaction (10%), chemoattractant and chemokine receptors (10%), cytokine receptors (10%), Fc receptors (7%), purinergic receptors (8%), receptors for extracellular matrix (ECM) proteins (6%), other receptors or transporters (13%), and potential sensome proteins with no known ligands (11%) [26]. 

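Fig. 3b and Table S1B name 97 of the 100 sensome genes, and 96 of these were tested. Their median log2 fold change against control was -0.92 under the GFPneg label, with 73 genes negative, and -0.074 under the EV-GFPpos label, with 57 negative. Since the list is shorter than the full sensome, no set test was made.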

When analyzing expression levels of genes involved in microglial sensing, we identified overall downregulation of the sensing capacity in glioblastoma-interacting microglia (Fig. 3b).

Sensome transcripts that were downregulated in EV-GFP^pos^ microglia compared to GFP^neg^ and control microglia can be divided into three groups. Group one includes transcripts encoding proteins that directly mediate microglia-glioblastoma cellular interactions. Indeed, sialic acid-binding immunoglobulin-like lectin-H (*Siglech*) is a CD33-related Siglec that is a microglial sensor of glioblastoma cells [54]. 

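Siglech stood at 1327 ± 455 CPM in control, 319 ± 33.2 in the libraries labelled GFPneg and 1234 ± 82.6 in those labelled EV-GFPpos (mean ± SD, 3 libraries each; chromosome 7, 55768178 to 55778925). Against control its log2 fold change was -2.06 (SE 0.26, adjusted p = 0.000698) and -0.10 (SE 0.25, adjusted p = 1.00) in edgeR, and between EV-GFPpos and GFPneg it was 1.95 (SE 0.26, adjusted p = 0.00842). The first and the third of these kept their call in every fit that left out 1 library. The second was 0.21 without control mouse FC1 and 0.35 with ERCC size factors, with no call in either.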

*Siglech* is significantly downregulated in EV-GFP^pos^ microglia compared to GFP^neg^ and control microglia (log_2_ fold-change − 1.84 and − 1.97, respectively) (Fig. 3c). Interestingly, *Cd33* is also significantly downregulated in GFP^pos^ compared to GFP^neg^ and control microglia (log_2_ fold-change − 1.62 and − 1.72, respectively) (Fig. 3c). It is not known if CD33, like Siglech, is also a sensor of glioblastoma cells. 

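For Cd33 (chromosome 7, 43524216 to 43544428) the CPM were 232 ± 72.3 (control), 65.8 ± 13.0 (GFPneg label) and 221 ± 41.1 (EV-GFPpos label). The log2 fold change against control was -1.82 (SE 0.30, adjusted p = 0.00305) under the GFPneg label and -0.071 (SE 0.29, adjusted p = 1.00) under the EV-GFPpos label in edgeR. EV-GFPpos against GFPneg gave 1.75 (SE 0.30, adjusted p = 0.0187) in edgeR. This last call was lost without the GFPneg library of FT (1.62) or MT (1.75) or the EV-GFPpos library of FT (1.75) or FT1 (1.65), with adjusted p from 0.0648 to 0.0897 in edgeR. The EV-GFPpos value against control changed sign without control mouse FC1 (0.10) or MC (0.036) or the EV-GFPpos library of MT (0.049), and with ERCC size factors (0.37).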

Another microglial receptor that is capable of sensing lysophosphatidylserine exposed on glioblastoma cells is GPR34 [55, 56]. Similar to Siglech, *Gpr34* a gene known to directly sense ligands expressed in glioblastoma cells is downregulated in EV-GFP^pos^ microglia compared to GFP^neg^ and control microglia (log_2_ fold-change − 1.96 and − 2.37, respectively) (Supplementary Table S1A). These data indicate that EV-GFP^pos^ microglia, but not other microglia in the same tumor-bearing brain, have reduced expression of at least two transcripts, encoding the proteins SIGLECH and GPR34, known to directly sense ligands expressed on glioblastoma cells.

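Gpr34 (chromosome X, 13632089 to 13640858) had CPM of 2489.6 ± 913 in control, 432 ± 155 under the GFPneg label and 1883 ± 409 under the EV-GFPpos label. Its log2 fold change was -2.53 (SE 0.37, adjusted p = 0.0014) in GFPneg against control, -0.40 (SE 0.35, adjusted p = 1.00) in EV-GFPpos against control and 2.12 (SE 0.36, adjusted p = 0.0185) in EV-GFPpos against GFPneg, in edgeR. The same 4 libraries as for Cd33 each removed the third call when left out, with log2 fold changes of 1.86 (GFPneg FT), 2.28 (GFPneg MT), 2.21 (EV-GFPpos FT) and 1.96 (EV-GFPpos FT1) and adjusted p from 0.0528 to 0.0776 in edgeR. With ERCC size factors EV-GFPpos against control was 0.079.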

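Library by library, Siglech was at 1832, 948 and 1200.2 CPM in control mice FC1, FC2 and MC. In mice FT, FT1 and MT it was at 282, 346 and 328 CPM under the GFPneg label and 1240.4, 1313 and 1148 CPM under the EV-GFPpos label. Gpr34 was at 3032, 1435 and 3001 CPM in control, 253, 525 and 519 under the GFPneg label and 1685, 2353 and 1612 under the EV-GFPpos label. For both genes the GFPneg library was the lower one in 3 of 3 mice.

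**Figure D2:**
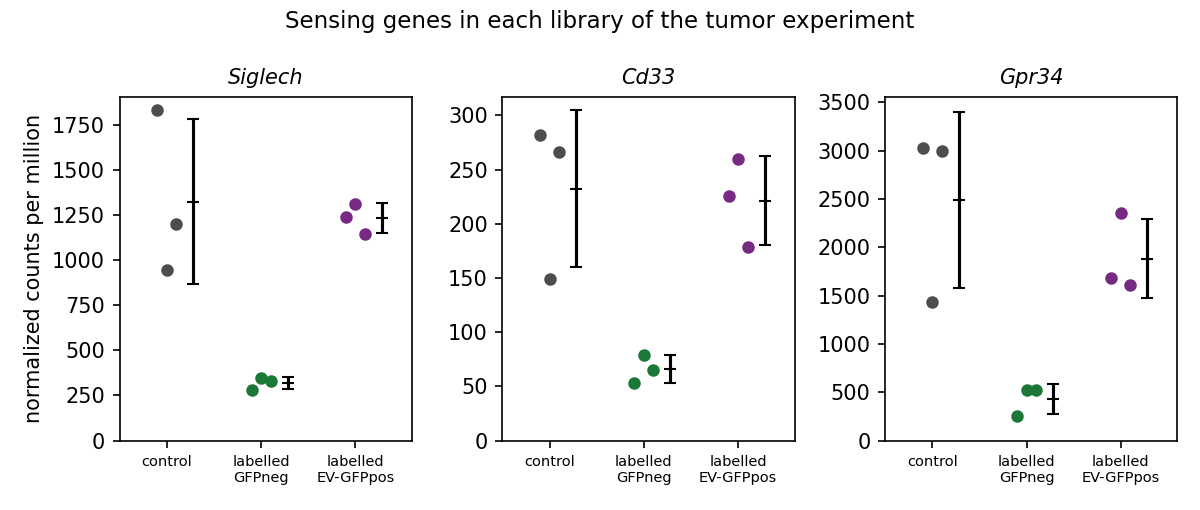
Normalized expression of Siglech, Cd33 and Gpr34 (vertical axis, CPM) in each library of control mice and of the libraries labelled GFPneg and EV-GFPpos, with the mean and SD of each group. Every library labelled GFPneg lies below every control library in each gene.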

A second group of transcripts that is downregulated in EV-GFP^pos^ microglia, but not in GFP^neg^ microglia, includes those encoding proteins that sense metabolic products potentially released by glioblastoma cells. These transcripts include *Gpr183*, *Adora3*, *Il6Ra*, *Cx3cr1*, *P2ry12*, *P2ry13*, *Csf1r*, and *Csf3r* (Fig. 3d). 

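Of the genes in Fig. 3d apart from the fractalkine and ATP receptors, the log2 fold changes against control under the GFPneg and the EV-GFPpos label were -2.32 and -0.36 for Adora3, -2.62 and -0.29 for Il6ra, -1.76 and -0.082 for Csf1r, -1.44 and -0.14 for Csf3r and -1.31 and -0.41 for Gpr183. Under the GFPneg label the adjusted p in edgeR was 0.00106 (Adora3), 0.00442 (Il6ra), 0.00256 (Csf1r), 0.0124 (Csf3r) and 0.0525 (Gpr183). Csf3r lost its call without control mouse FC1 (-1.23, adjusted p = 0.0531, edgeR). Gpr183 gained one without control mouse FC2 (-1.47) or the GFPneg library of FT1 (-1.89), and with DESeq2 (-1.28, adjusted p = 0.0175), ERCC size factors, no filter on low counts or a filter at a mean of 10 counts. Under the EV-GFPpos label none of the 5 genes had a call in edgeR. There Il6ra, Csf1r and Csf3r changed sign without control mouse FC1 (0.26, 0.19 and 0.080), and with ERCC size factors all but Gpr183 did.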

GPR183 is a sensor for oxysterols, which are released by glioblastoma cells and play a role in recruitment of immune cells [57]. ADORA3 is a sensor for adenosine that is released by glioblastoma cell ectonucleotidases. Adenosine promotes tumor growth, can activate toll-like receptors (TLRs), and induces microglial responses via an ADORA3-dependent mechanism [58]. IL6Ra is a receptor for IL6, with elevated levels of IL6 in glioblastomas associated with poor survival in patients [59]. 

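Cx3cr1 encodes the receptor for fractalkine. It stood at 5999.9 ± 1901 CPM in control, 1194 ± 73.5 in the libraries labelled GFPneg and 5093 ± 588 in those labelled EV-GFPpos. Its log2 fold change against control was -2.33 (SE 0.26, adjusted p = 0.00035) and -0.24 (SE 0.24, adjusted p = 1.00) in edgeR, and the first was -2.52 to -2.16 across the fits that each left out 1 library. The second turned to 0.29 with ERCC size factors.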

Expression of the fractalkine receptor CX3CR1 was also decreased, and loss of CX3CR1 has been shown to promote glioblastomagenesis [60]. 

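The ATP receptor genes P2ry12 and P2ry13 lie close together on chromosome 3, at 59216272 to 59262871 and 59207892 to 59210882. P2ry12 had log2 fold changes against control of -2.21 (SE 0.37, adjusted p = 0.00302) under the GFPneg label and -0.21 (SE 0.35, adjusted p = 1.00) under the EV-GFPpos label in edgeR. For P2ry13 they were -2.35 (SE 0.30, adjusted p = 0.000765) and -0.20 (SE 0.29, adjusted p = 1.00) in edgeR. Under the EV-GFPpos label P2ry13 was 0.0063 without control mouse FC1, and with ERCC size factors P2ry12 was 0.34 and P2ry13 0.30, none of them called.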

P2RY12 and P2RY13-purinergic receptors for ATP, which is an important signaling molecule in the CNS, are both down (Fig. 3d). This could promote tumor growth by two different pathways. First, necrosis, one of the hallmarks of glioblastoma, liberates nucleotides into the extracellular milieu. These nucleotides are hydrolyzed very slowly by glioblastomas and induce neuronal cell death and glioblastoma proliferation [61]. Second, extracellular ATP activates microglial P2RY12 receptors that are utilized to trigger an acute inflammatory response in microglia via rapid CCL3 induction after ADP stimulation [62]. Therefore, downregulating microglial receptors for ATP could preserve the ability of the nucleotides to promote tumor growth, while reducing the ability of microglia to respond to the tumor, thereby further enhancing the tumor’s advantage.

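Between the libraries labelled GFPneg and control, 45 of the tested sensome genes had an adjusted p under 0.05 (edgeR), and 61 when adjusted over the list alone. Across the fits that each left out 1 library the count ran from 34 to 48. With DESeq2's prior it was 55.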

Of note, the overall expression pattern of all 100 sensome pathway genes showed differential gene expression in only 4% of sensome genes when comparing GFP^neg^ to control microglia (Fig. 3b and Supplementary Table S1B). These genes (e.g., *Cd74*, *Clec7a*, *Cxcl16*, and *Fcgr4*) were all upregulated compared to control microglia. In contrast, we found significant changes in gene expression between EV-GFP^pos^ microglia versus GFP^neg^ and control microglia in 57% of sensome transcripts. 

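Clec7a had log2 fold changes against control of 6.14 (SE 0.41, adjusted p = 1.79e-05) under the GFPneg label and 4.77 (SE 0.39, adjusted p = 0.000116) under the EV-GFPpos label in edgeR. For Cxcl16 these were 2.10 (SE 0.33, adjusted p = 0.00212) and 1.31 (SE 0.32, adjusted p = 0.0841), and for Fcgr4 3.04 (SE 0.44, adjusted p = 0.00135) and 1.78 (SE 0.42, adjusted p = 0.067) in edgeR. The EV-GFPpos calls of the last pair depend on single libraries and on the test. Without control mouse FC2 both passed (Cxcl16 1.66, Fcgr4 2.29), without the EV-GFPpos library of FT1 Cxcl16 did (1.54), and DESeq2 called both (adjusted p = 0.00937 and 0.00304). With ERCC size factors the GFPneg values were 0.41 and 1.44, without a call.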

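In EV-GFPpos against control, 2 of the 96 tested sensome genes had an adjusted p under 0.05 (edgeR), Cd74 and Clec7a, and 4 when adjusted over the list alone. Without control mouse FC2 the count was 5. In EV-GFPpos against GFPneg it was 25 (41 when adjusted over the list alone), and it fell to 8 and 11 without the GFPneg library of FT and MT, and to 7, 7 and 14 without the EV-GFPpos library of FT, FT1 and MT.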

Remarkably, 48% of sensome genes were downregulated in GFP^pos^ microglia and only 9% upregulated (Fig. 3b). This could indicate that the microglia infiltrated into glioblastoma are not able to sense the tumor. 

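By direction, 7 sensome genes were called higher and 38 lower in GFPneg against control, and adjusted over the list alone 10 and 51. ERCC size factors gave 2 higher and 49 lower there. In EV-GFPpos against control 2 were higher and 0 lower, with ERCC size factors too. Between the labels, 25 were higher and 0 lower under the EV-GFPpos label, or 72 and 0 with ERCC size factors. Since both labels come from the same mice, the fit with the mouse as a block takes the pairing into account, and it gave 34 higher and 3 lower. DESeq2 gave 35 and 2, and edgeR without the filter on low counts 35 and 1.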

Overall, while further research is required to validate the exact impact of individual sensome genes on tumor growth, our results show that microglia dramatically change their expression profile in the presence of a tumor, reducing their capacity to sense changes in the (tumor) microenvironment.

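Taken gene by gene, 87 of the 96 sensome genes had a log2 fold change against control that lay farther from 0 under the GFPneg label than under the EV-GFPpos label. Across these genes, which are not independent replicates and share their controls, the correlation between both sets of values was 0.85.

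**Figure D3:**
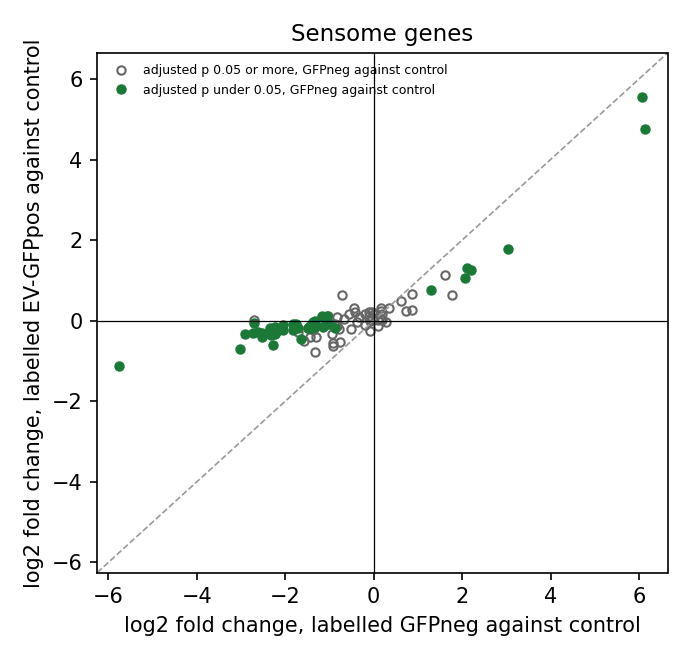
Log2 fold change of each sensome gene against control, in the libraries labelled GFPneg (horizontal axis) and EV-GFPpos (vertical axis). Filled points have an adjusted p under 0.05 in GFPneg against control (edgeR), and the dashed line marks equal values. Most points lie nearer to 0 on the vertical axis; with ERCC size factors all values shift as stated for Fig. 2b.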

### Pathways involved in tumor growth

Since the expression of genes involved in the maintenance of homeostasis within EV-GFP^pos^ microglia are disrupted, we investigated the effects of this disruption on three pathways that maintain brain homeostasis and affect tumor growth. The role of microglia in maintaining brain homeostasis includes debris breakdown and removal by matrix metalloproteases (MMPs) [26]. MMP enzymes could also play an important role in promoting tumor growth by making space for tumor cells to migrate, invade, and proliferate [3, 9, 10]. In glioblastoma, MMP2 serves as an important MMP to degrade the extracellular matrix (ECM) subsequently enabling the invasive properties of glioblastoma [63]. MMP2 is secreted by glioblastoma cells in a pro-form (pro-MMP2) which needs to be cleaved by *Mmp14* (MT1-MMP) to be active [9, 10]. Tumor microglial cells are an important source of MMP14 [9, 10]. Previously, we showed that *Mmp14* levels are increased in glioblastoma-associated microglia in vitro [17]. 

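Against control, Mmp12 had a log2 fold change of 5.64 (SE 0.74, adjusted p = 0.000813) under the GFPneg label and 4.02 (SE 0.70, adjusted p = 0.0132) under the EV-GFPpos label in edgeR. The latter lost its call without control mouse FC1 (4.30, adjusted p = 0.0527, edgeR) or the EV-GFPpos library of MT (3.89, adjusted p = 0.0558, edgeR). Mmp13 had at most 3 counts in each control library, and was at least 198-fold higher (adjusted p = 0.00072, edgeR) and at least 52.3-fold higher (adjusted p = 0.00535, edgeR) under the GFPneg and the EV-GFPpos label. A single library raised each of these bounds. In mice FT, FT1 and MT the counts were 483, 1262 and 421 under the GFPneg label and 100, 73 and 311 under the other. For Mmp14 the log2 fold changes were 2.08 (SE 0.35, adjusted p = 0.00327) and 1.21 (SE 0.34, adjusted p = 0.162) in edgeR. The second of these passed without the EV-GFPpos library of FT1 (1.49, adjusted p = 0.0332, edgeR), in DESeq2 (1.19, adjusted p = 0.0474) and without the filter on low counts, while the first did not pass with ERCC size factors (0.46). EV-GFPpos against GFPneg gave -1.92 (SE 0.66, adjusted p = 0.187) for Mmp13 and -0.87 (SE 0.34, adjusted p = 0.224) for Mmp14 in edgeR. Mmp13 was called lower there in DESeq2 (adjusted p = 0.0468) and without the filter on low counts. ERCC size factors turned both to 1.04 and 1.55.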

*Mmp14* was among the three Mmps (*Mmp12*, *Mmp13*, and *Mmp14*) that were significantly upregulated in EV-GFP^pos^ microglia and to a lesser extent in GFP^neg^ microglia (Fig. 3e**)**. These data indicate that glioblastoma alters microglial gene expression patterns in a manner that could favor tumor spread and migration by clearing debris and digesting the ECM in the tumor microenvironment.

In addition to changes in *Mmps*, we also found that glioblastoma was associated with an increased expression of mRNAs encoding microglial phagocytic receptors—*Cd93*, *Msr1*, *Cd36*, *Olr1*, *Megf10*, *Clec7a*, and *Scarf1* (Fig. 3f**)**. 

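Cd36 and Msr1 had log2 fold changes against control of 3.66 (SE 0.64, adjusted p = 0.00375) and 3.82 (SE 0.90, adjusted p = 0.0181) under the GFPneg label and 3.24 (SE 0.63, adjusted p = 0.0241) and 2.47 (SE 0.86, adjusted p = 0.347) under the EV-GFPpos label in edgeR. The EV-GFPpos call of Cd36 was lost without control mouse FC1 (2.94) or MC (3.28) or the EV-GFPpos library of FT1 (2.85) or MT (3.09). That of Msr1 appeared without control mouse FC2 (4.44), in DESeq2, without the filter on low counts and with ERCC size factors, and its GFPneg call was lost without FC1 (3.43). Cd93 had 2.03 (SE 0.56, adjusted p = 0.0356) and -0.10 (SE 0.55, adjusted p = 1.00) in edgeR. The first of these was lost without control mouse FC1 (1.59), control mouse FC2 (1.97), the GFPneg library of FT (1.97), the GFPneg library of FT1 (1.82), the EV-GFPpos library of FT (2.02), the EV-GFPpos library of FT1 (1.99) or the EV-GFPpos library of MT (1.99), and the second turned to 0.70 without control mouse MC and 0.69 with ERCC size factors. Olr1, Megf10 and Scarf1 were not called under either label, with log2 fold changes from 1.77 to 3.95 (GFPneg) and 0.85 to 2.66 (EV-GFPpos). Scarf1 passed without control mouse MC (4.23, adjusted p = 0.0161, edgeR) and Olr1 in DESeq2 (3.86, adjusted p = 0.036), both under the GFPneg label. Cd36, Msr1 and Cd93 had no call under the GFPneg label with ERCC size factors.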

The roles of these phagocytic receptors in promoting debris clearance and subsequent tumor growth have not yet been investigated. However, since these receptors promote clearance of apoptotic cells [64], it is plausible that these receptors, in conjunction with MMPs, promote the phagocytic clearance of debris in the tumor environment further facilitating tumor spread.

### Microglial uptake of EVs is associated with decreased sensome expression

To explore the relationship between microglial uptake of glioblastoma derived EVs and the expression of sensome genes, we evaluated RNA expression by microglia isolated from control (non-tumor bearing) C57BL6.CCR2^RFP/WT^ mice injected with carrier fluid or with EVs isolated from GL261.BpalmGFP cells. EVs were isolated using standard step-wise (ultra)centrifugation (Fig. 4a) and as expected, the isolated EVs were within the 80–400-nm size range (Fig. 4b) expressing the EV associated proteins ALIX, TSG101, and Flotillin-1 as well as GFP (Fig. 4c). Sixteen hours after EV injection, microglia were isolated based on EV uptake and their transcriptomes analyzed by RNASeq (Fig. 4d). Similar to the results from EV-GFP^pos^ microglia isolated from tumor bearing brains, overall downregulation of the microglia sensome genes was observed in microglia that took GFP-EVs injected into the brain (Suppl. Table S2 and Fig. 4e). It is possible that some of the changes observed in EV-GFP^pos^ microglia did not reach significance because the number of EVs added and time point of analyses may bias the result. These data show parallels between tumor microglia and microglia isolated after EV-injection and open the door for further investigation of specific EV contents that may induce the changes observed.

**Fig. 4:**
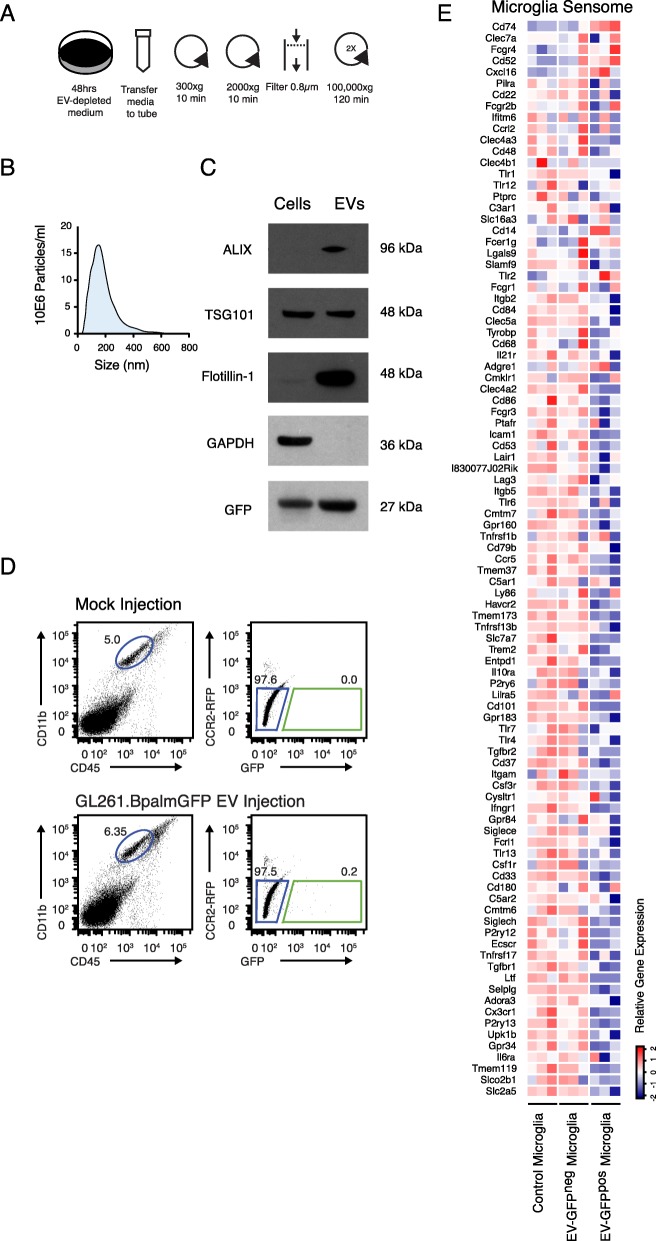
Uptake of intracranially injected glioma-derived fluorescent EVs is associated with a decrease in microglial sensing capability. **a** Schematic overview of EV isolation from glioma cells in culture using differential centrifugation. **b** Size distribution analysis using NTA of isolated EVs shows small and larger vesicles present in the EV preparation. **c** Western blot analysis shows GFP present in cells and EV, and extracellular vesicles markers (ALIX, TSG101 and Flotillin-1) enriched in vesicles lysate and GAPDH is detected in cellular lysate only. **d** Microglia were identified as CD11b^high^/CD45^med^ cells (blue gate). Microglia were then sorted based on the GFP signal detected as the upper limit in control. In mice injected with GL261.BpalmGFP EVs, a population of GFP-positive microglia was identified (green gate in the GFP/RFP plot). **e** Heatmap of sensome genes ordered top to bottom by highest up- to downregulated for mouse EV-GFP^pos^ tumor microglia compared to wildtype (same order as Fig. 3b). Similar patterns are observed for genes up- and downregulated compared to the mouse tumor-derived profile. Asterisk (*) indicates significant (multiple testing adjusted *p* value < 0.05) differential expression. Error bar represents the SEM, bar represents the mean, and dots display individual measurements (*n* = 3)

### Human glioblastoma-associated microglia have a reduced sensing capacity

To determine if changes in gene expression in human glioblastoma-associated microglia are similar to those observed in mouse microglia, we analyzed two existing published datasets of human microglia. These datasets contain bulk RNA sequencing results comparing post-mortem brains (controls) to CD11b^pos^ macrophage/microglia isolated from glioblastoma samples (GEO Accession GSE80338) [31] and single-cell RNA sequencing data comparing microglia isolated from either the core or the periphery of the glioblastoma tumor mass (data from http://www.gbmseq.org/) described and published by Darmanis et al. [32]. As expected, the control and glioblastoma-associated cells cluster separately with some heterogeneity within the glioblastoma samples (Fig. 5a). Similar to our mouse samples, 32% of human microglial sensome genes were downregulated, and only 12% were upregulated in human glioblastoma microglial cells compared to control, paralleling our data obtained from mice (Fig. 5b).

**Fig. 5:**
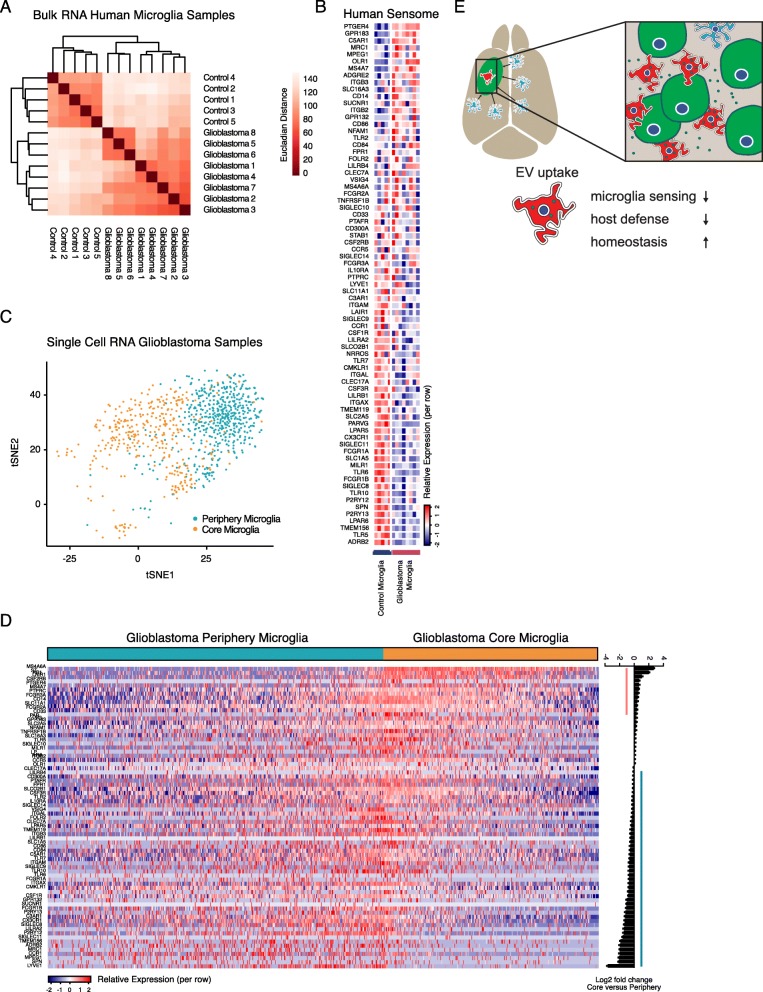
The Sensome is downregulated in human microglia from glioblastoma patients. **a** Analysis of published bulk RNAseq data from CD11B^pos^ microglia harvested from postmortem human brains (control) or glioblastoma patients identifies differences based on sample group as well as heterogeneity between glioblastoma derived cells. **b** Glioblastoma microglia showed significantly reduced levels in 32% of genes versus 12% upregulation, indicating reduced overall capability of sensing of tumor cells and tumor-derived danger signals in human glioblastoma microglia. Further analysis of published human glioblastoma single-cell microglia data identified similar results. **c** Expression levels of TMEM119, P2RY12, GPR34, OLFML3, SCL2A5, SALL1, and ADORA3 for microglia and CRIP1, S100A8, S100A9, ANXA1, and CD14 for macrophages were used to identify individual microglia and macrophages cells isolated at either the core or periphery of the glioblastoma mass. **d** At a single-cell level, 15% of genes are significantly upregulated (genes in red), and 48% of the human sensome genes are significantly downregulated (genes in blue) when comparing microglia at the core to microglia in the periphery of the glioblastoma mass again indicating reduced capability of sensing of tumor cells and tumor-derived danger signals in human glioblastoma microglia. **e** Schematic illustration showing the anti-tumor ability of microglia after EV uptake by simultaneous reduction of the sensing capacity and host defense as well as an increased homeostatic function. This pathway is ultimately required for glioblastoma growth. Asterisk (*) indicates significant (multiple testing adjusted *p* value < 0.05) differential expression. Error bar represents the SEM, bar represents the mean, and dots display individual measurements (**a**, **b**: control n = 5, glioblastoma *n* = 8, **C**, **D** microglia core *n* = 365, microglia periphery *n* = 574)

We then assessed if these results could be confirmed using published single-cell microglia data from human patients with glioblastoma. These data were obtained from microglia isolated either from the core of a glioblastoma tumor or the periphery [32]. Since microglia within the tumor mass are more likely to interact directly with tumor cells than microglia from the periphery of the tumor, we hypothesized that microglia from the human tumor core will most likely resemble mouse GIM and will have similar glioblastoma-induced RNA expression to mouse GFP^pos^ microglia. To separate microglia from macrophages in the dataset, we used the expression levels of TMEM119, P2RY12, GPR34, OLFML3, SCL2A5, SALL1, and ADORA3 as microglial markers and CRIP1, S100A8, S100A9, ANXA1, and CD14 as macrophage markers [26]. By focusing on the identified microglia only, we could see clear separation of microglial cells isolated from the core or periphery of the tumor (Fig. 5c). Similar to our results from mice, the microglia isolated from the core of human glioblastoma have a reduced sensing capacity with significantly reduced expression of 48% of sensome genes versus only 15% upregulation (Fig. 5d).

Taken together, these data identify reduced expression of microglia sensing genes in glioblastoma microglia suggesting reduced sensing capacity in these cells (Fig. 5e).

## Discussion

Glioblastomas are the most aggressive malignant brain tumors leading invariably to death. To date, no effective therapy has been found for this devastating disease. These tumors are heavily infiltrated with innate immune cells including resident brain microglia. Yet, despite such a large immune cell presence, glioblastomas continue to grow and are thought to co-opt the innate immune system of the host to promote tumor spread [3]. To determine how glioblastoma affects the innate immune system, we analyzed the gene expression profile of microglia in a mouse model of this tumor using RNA sequencing. By using glioblastoma cells with fluorescently labeled membranes, we could identify and separate microglial cells closely associated with the tumor by their uptake of tumor-derived fluorescent membranes/membrane particles including EVs (EV-GFP^pos^) from those EV-GFP^neg^ microglia that were further away from the tumor. We compared EV-GFP^pos^ and EV-GFP^neg^ microglia with each other and with microglia isolated from normal brains. Our data show that EV-GFP^pos^ glioblastoma microglia have a unique gene expression profile that distinguishes them from other microglia and that this glioblastoma-associated expression profile is more complex than the prior classification of M1 versus M2 states. Instead, we identified a disease-specific Microglia_Glioblastoma_ state that is characterized by markers found in both M1 and M2 polarization states. This glioblastoma-associated expression profile defines a disease-specific Microglia_Glioblastoma_ state that could be further subclassified based on proximity of the microglia to the tumor. In these Microglia_Glioblastoma_, genes that promote tumor killing are downregulated, whereas genes that promote tumor growth, invasion and immune suppression are upregulated.

We identified at least three pathways by which EV-GFP^pos^ microglia became less effective in combating the tumor and more geared towards promoting tumor growth. First, and most dramatically, we found that EV-GFP^pos^ microglia had reduced expression of genes involved in sensing tumor cells and tumor-derived cellular byproducts. A decreased ability to sense and recognize tumor cells makes these cells “hidden” from the immune system and therefore protected from anti-tumor immune activities. A second group of microglial transcripts altered by interaction with glioblastoma cells reflects a disarming of their usual anti-tumor functions. These include upregulation of PD-L1 and PD-L2 which help maintain immunologic tolerance by causing T cell exhaustion and ultimately reducing the tumor killing capacity of T cells [65]. We also found that microglial genes that suppress cytotoxic T cell activation and those in direct tumor killing, such as antimicrobial peptides are also suppressed [66, 67].

In contrast to reducing microglial tumor sensing and anti-tumor abilities, glioma cells enhance the capacity of microglia to promote tumor spread, by affecting genes that alter the extracellular milieu surrounding tumor cells. One of the hallmarks of glioblastoma is the presence of excessive debris and necrotic tissue, and clearing such necrotic material is important for tumor cell invasion and growth [68]. We found that microglia in the micro environs of tumors have increased expression of several phagocytic receptors, while either maintaining or increasing expression of extracellular matrix degrading enzymes. Clearing debris and necrotic tissue from the tumor milieu would boost the migratory capacity of tumor cells, one of the key characteristics of glioblastoma. These data indicate that glioblastoma-interacting microglia may help promote tumor growth and migration by clearing debris in the tumor microenvironment.

Our novel method of identifying microglia that have taken up tumor-derived EVs in vivo allows us to select microglia with which the tumor appears to have interacted directly with a physical exchange of membrane and cytoplasmic factors. Simultaneously, this could suggest that some of the gene expression changes observed are related to the uptake of EVs. In fact, when comparing microglia that took up glioma EVs in a non-tumor bearing brain to control microglia, we could detect similar gene expression changes as observed in EV-GFP^pos^ tumor microglia. However, in the in vivo tumor model described here, all tumor lipid bilayers are GFP-positive and thus it is not clear whether all GFP^pos^ microglia have taken up EVs per se or may possibly have taken up tumor cell membrane debris. Other intercellular communication modes such as secreted molecules [69], exchange of molecules through gap junctions between cells [70], and cell connecting nano/microtubes may contribute to the observed effects as well. Glioma secreted cytokines (e.g., CSF-1, MCP-3, CX3CL1, SDF-1, and GM-CSF) that are especially known to be involved in the recruitment of microglial cells and could be responsible (in part) for the observed changes in gene expression, with EV-GFP uptake being a mere side-effect [3]

Glioblastomas are heterogeneous tumors at the inter- and intratumor level and they express gene patterns associated with mesenchymal, proneural, and classical subtypes [71]. We recognize that a single, highly clonal, murine glioma line may not recapitulate this heterogeneity. To address this issue, we analyzed existing datasets obtained from human patients with glioblastoma and found that these data support the conclusions obtained with our mouse model and reflect the true heterogeneity of human glioblastoma tumors, further asserting the validity of our analysis and its applicability to human disease.

For the sake of exploratory analysis and to increase the impact of our dataset, we established an online tool accessible at http://www.glioma-microglia.com that includes the microglia dataset. This webtool will facilitate the identification of additional genes associated with these tumors and are a useful tool for discovery.

## Conclusions

Overall, our data open the door for future investigations to specifically identify how glioblastoma hijack the microglial immune response to promote tumor growth and will possibly help identify novel microglia-specific targets for therapy of this highly aggressive and so far, untreatable lethal disease. Our findings indicate that glioblastoma-associated microglia suppress the adaptive immune response to the tumor, have a reduced capacity to directly kill tumor cells, and promote tumor cell invasion and proliferation.

## Supplementary information

**Additional file 1: Table S1.** a, b all genes and subsets.

**Additional file 2: Figure S1.** RNA levels correlated with protein levels in control and tumor-bearing brains. (A) The microglial marker *Iba1* was equally expressed in control and tumor-associated microglia, whereas *Cd74* and *Arg1* expression was increased in tumor-associated microglia as measured by RNAseq. (B) Immunofluorescence staining of IBA1, CD74 and ARG1 in control and tumor-bearing mouse brains. (C) Quantification of immunofluorescent staining seen in (B) Fluorescent intensity was quantified per pixel within all identified cells. Tumor and control tissues were individually compared for each marker. IBA1, CD74 and ARG1 fluorescence quantification correlated with RNA data whereas Scale bars 100 μm, asterisk indicates multiple testing adjusted p-value <0.05, error bar represents SEM.

**Additional file 3: Figure S2.** IL4, IL10, IL6 and IFNγ pathways genes were upregulated in tumor-associated microglia. (A) The IL4 associated genes were mostly upregulated in tumor-associated microglia with increased expression in EV-GFP^pos^ microglia. 

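Between the libraries labelled EV-GFPpos and GFPneg, the log2 fold change was -1.62 (SE 0.59, adjusted p = 0.194) for Mmp12, -2.18 (SE 1.27, adjusted p = 0.415) for Adam19 and -2.53 (SE 1.08, adjusted p = 0.264) for Wnt5a in edgeR. DESeq2 called Mmp12 lower under the EV-GFPpos label (-1.68, adjusted p = 0.0231). The signs turned with ERCC size factors, to 0.76, 0.62 and 0.23.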

The significantly upregulated genes in EV-GFP^pos^ versus EV-GFP^neg^ microglia included known tumor supportive genes such as *Mmp12*, *Adam19* and *Wnt5a*. (B) IL10 related genes were upregulated in tumor microglia. *Sod2*, a tumor supportive gene, was among the genes significantly upregulated in EV-GFP^pos^ microglia. 

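Sod2 stood at 55.7 ± 17.8 CPM in control, 148 ± 58.6 under the GFPneg label and 89.6 ± 26.7 under the EV-GFPpos label. EV-GFPpos against GFPneg gave a log2 fold change of -0.72 (SE 0.36, adjusted p = 0.335) in edgeR, and 1.78 with ERCC size factors.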

(C) IL6 related genes were upregulated in tumor-associated microglia. 

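Ccl7 stood at 48.1 ± 24.8 CPM in control, 325 ± 55.8 under the GFPneg label and 139 ± 32.5 under the EV-GFPpos label. EV-GFPpos against GFPneg gave it a log2 fold change of -1.23 (SE 0.36, adjusted p = 0.109) (edgeR). It passed as lower without control mouse FC2 (-1.23, adjusted p = 0.0455, edgeR), with the mouse as a block (-1.22, adjusted p = 0.0224, edgeR), in DESeq2 and without the filter on low counts. It turned with ERCC size factors, to 0.87.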

Among the significantly upregulated IL6 genes is *Ccl7 (MCP-3)*, a secreted chemokine involved in the attraction of microglia and macrophages to the tumor suggesting a tumor supportive infiltration loop. (D) Overall, increased expression of IFNγ related genes was observed with the strongest expression in EV-GFP^pos^ microglia. 

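Irf7 stood at 9.49 ± 6.27 CPM in control, 589 ± 294 under the GFPneg label and 289.9 ± 17.2 under the EV-GFPpos label. Between the labels its log2 fold change was -1.02 (SE 0.43, adjusted p = 0.259) in edgeR, EV-GFPpos against GFPneg, and 1.26 with ERCC size factors.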

Among the significantly upregulated genes in EV-GFP^pos^ microglia was *Irf7,* a key regulator of pro-inflammatory to anti-inflammatory switching in microglia.

**Additional file 4: Table S2.** EV injection data all genes and subsets.

## Data Availability

Data availability Raw and processed transcriptomic data described in this manuscript are deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible using GEO Series accession number GSE106775 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE106775. Token for early data access: wdidoocgxxqjxsn. Code availability R scripts written for data processing and the generation of figures included in this manuscript are available online in a git repository. This includes the R sessionInfo() data for compatibility information. The files and information can be accessed at https://github.com/slnmaas/Glioblastoma-Microglia-Project

## Abbreviations

EVs: Extracellular vesicles
FACS: Fluorescence activated cell sorting
TGF-β: Transforming growth factor beta
DMEM: Dulbecco’s modified Eagle’s medium
FBS: Fetal bovine serum
TSG101: Tumor susceptibility gene 101
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
GFP: Green fluorescent protein
NGS: Normal goat serum
BSA: Bovine serum albumin
ARG1: Arginase 1
CD74: Cluster of differentiation 74
IBA1: Ionized calcium binding adaptor molecule 1
CD45: Protein tyrosine phosphatase receptor type C (PTPRC)
CD11b: Integrin alpha M (ITGAM)
F4/80: EGF-like module-containing mucin-like hormone receptor-like 1 (EMR1)
Ly6C: Lymphocyte antigen 6C
CCR2: C-C chemokine receptor type 2
PCA: Principle component analysis
MA: M (log ratio) and A (mean average)
RFP: Red fluorescent protein
Cx3cr1: CX3C chemokine receptor 1
HexB: Hexosaminidase subunit beta
Tgf-βr1: Tfg-β receptor 1
PD1: Programmed cell death 1 receptor
PD-L1: Programmed death ligand 1
PD-L2: Programmed death ligand 2
Siglech: Sialic acid-binding immunoglobulin-like lectin-H
Cd33: Sialic acid binding Ig-like lectin 3 (Siglec-3)
Gpr34: G-protein coupled receptor 34
Gpr183: G-protein coupled receptor 183
P2ry12: P2Y purinoceptor 12
P2ry13: P2Y purinoceptor 13
Csf1r: Colony stimulating factor 1 receptor
Csf3r: Colony stimulating factor 3 receptor
ADORA3: Adenosine A_3_ receptor
TLR: Toll-like receptor
IL6Ra: Interleukin 6 receptor alpha
IL6: Interleukin 6
ATP: Adenosine triphosphate
CNS: Central nervous system
CCL3: Chemokine ligand 3
ADP: Adenosine diphosphate
Cxcl16: C-X-C Motif chemokine ligand 16
Fcgr4: Fc gamma receptor 4
MMP: Matrix metallopeptidase
Cd93: Cluster of differentiation 93
Msr1: Macrophage scavenger receptor 1
Cd36: Platelet glycoprotein 4
Olr1: Oxidized low-density lipoprotein receptor 1
Megf10: Multiple EGF like domains 10
Clec7a: C-type lectin domain containing 7A
Scarf1: Scavenger receptor class F member 1
TMEM119: Transmembrane protein 119
OLFML3: Olfactomedin-like 3
SCL2A5: Solute carrier family 2 member 5
SALL1: Spalt-like transcription factor 1
CRIP1: Cysteine-rich intestinal protein 1
S100A8: S100 calcium-binding protein A8
S100A9: S100 calcium-binding protein A9
ANXA1: Annexin A1
CD14: Cluster of differentiation 14

How the deposited data were processed for this re-analysis (not part of the article)

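The deposited data hold 9 RNA libraries of microglia sorted from brains of CCR2-RFP heterozygous mice at 12 to 18 weeks of age, and 15 libraries of a second series, all labelled female. The first set comprises 3 control mice (FC1, FC2 and MC) and 3 tumor-bearing mice (FT, FT1 and MT), each of the latter with 1 library labelled GFPneg and 1 labelled EV-GFPpos. Mice MC and MT are male and the others female. The second set holds 7 wild-type, 4 Trem2 knockout and 4 Apoe knockout libraries of microglia, which the paper does not introduce in its results. Its values are given only in the closing part. The samples of the EV injection, the human data and the proteins stained were not analysed here.

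For the tumor experiment the authors deposited raw counts per gene symbol, with 92 ERCC spike-ins and 5 summary entries of htseq-count. The reads had been aligned to mm10 with STAR, duplicates marked with Picard had been removed, and reads had been counted with htseq-count in intersection-strict mode. The knockout series is also deposited as raw counts, from libraries that read the 3′ ends of transcripts. The aligner, the annotation and the handling of duplicates are not stated for it. That both files hold counts was checked, since all values are whole numbers and their totals differ between libraries. A count is read here as a sequenced fragment and not as a molecule.

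Counts assigned to genes numbered 3153460 to 3897407 (median 3173395) in control microglia, 3639588 to 4481708 (median 4076131) under the GFPneg label and 3147898 to 4846875 (median 3289596) under the EV-GFPpos label. In the knockout series they numbered 2040925 to 3058831 (median 2276618) in wild type, 1484203 to 2579059 in Trem2 knockout and 4252767 to 4975161 (median 4854227) in Apoe knockout libraries. Fragments in no annotated gene (no_feature) made up 14.6% to 33.4% of counts in the tumor experiment. In the knockout series they averaged 10.2%, 29.5% and 18.9% in the wild-type, Trem2 knockout and Apoe knockout libraries.

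Each series was fitted as a whole with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM normalization, the group as the only factor and Benjamini-Hochberg adjusted p-values, called at 0.05. Spike-ins and summary entries were left out of library sizes and tests. The function filterByExpr kept 12358 of 45317 genes in the tumor experiment and 11464 of 47262 in the knockout series. CPM values are TMM-normalized and given as mean ± SD over the libraries of a group. A gene with at most 3 counts in every library of a group was treated as at the floor there, and its fold against that group is given only as a lower bound. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot go below 0.1, so that p-values for single genes come from the model. Clustering used the 750 genes most variable in log2 CPM (prior count 2), Euclidean distance and complete linkage, with an exact permutation test. Set tests used camera and fry of limma 3.58.1. Coordinates are those of the GENCODE annotation of GRCm38. Figures were drawn with matplotlib 3.10.9.

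Genes named in the text are those that the paper names in its results, Fig. 3c to g or the legends of Supplementary Fig. 1 and 2, apart from an item withheld for evaluation that is not reported here. For each comparison also come the 5 largest rises and 5 largest falls among called genes whose groups do not overlap and whose mean is at least 10 counts, and in the knockout series the targeted genes. To keep the text short, single-gene fold changes are printed for a subset of the paper's genes and comparisons, and this subset was narrowed after it was seen how many values reversed under other settings. The TGF-β list is the one in Fig. 3a (53 genes), and the sensome list the 97 genes named in Fig. 3b and Table S1B. Lists of marker genes for homeostatic microglia, disease-associated microglia, monocytes and macrophages, dendritic cells, T and NK cells, B cells, neutrophils, oligodendrocytes, astrocytes, neurons, endothelial cells, glioma cells, proliferation, dissociation stress, interferon response and sex were written from general knowledge. A list for choroid plexus cells was added after the values were seen. Expression of a listed gene by microglia themselves is not excluded by the lists, and no gene stands on more than one of them.

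The grouping of libraries, the tests and most of the alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 without shrinkage and with its prior on fold changes (betaPrior, the default of the version in the paper's methods), DESeq2's size factors in edgeR, ERCC spike-ins as size factors, no filter on low counts, a filter at a mean of 10 counts, sex as a covariate, the libraries of 2 groups alone, the mouse or the replicate number as a block, other lists and linkages for clustering and top genes, and each library left out in turn. Fits with the GFPneg and EV-GFPpos labels exchanged, with edgeR and with DESeq2's prior, were added after the values were seen. An alternative for values other than counts (another pseudocount) was not run, since the files hold counts.

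The tumor labels are used as deposited. The mouse names in the labels pair a GFPneg with an EV-GFPpos library, and this pairing was checked by the correlation of both libraries of a mouse across genes after removal of the group means, which was 0.103, 0.216 and 0.119 in mice FT, FT1 and MT and -0.167 to 0.0911 between libraries of different mice. The replicate numbers of the knockout series pair no animals, and the correlations between libraries of equal number ran from -0.0373 to 0.0186. Table S1A was held in part, and no test of enrichment was run on it or on the sensome list.

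The fits were tested on simulated data with the depths and spreads of the deposited libraries. In the tumor experiment 24 of 97 genes changed 4-fold were recovered (24.7%), with 2 false calls among 26. In the knockout series 53 of 100 were, with 2 false among 72 calls. The median estimate for genes set to a log2 fold change of 2 or -2 was 1.87 and -1.99 in the tumor experiment, and 0 called genes had the wrong direction. The first criterion for this test asked for a recovery that the tumor fit did not reach. It was replaced after that by criteria on bias, direction and false calls, and by a simulation at a dispersion of 0.04, where 99 of 99 genes were recovered. The spread between libraries thus limits the tumor experiment. Most genes with a 4-fold change were missed in the simulation at the data's own spread. That simulation changed 196 of 11916 genes, while 1643 genes were called in GFPneg against control. More changed genes ease the adjusted threshold, so the share missed in the data can differ and was not measured.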

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

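Of the tests in this part, those on batches, on transcript length in the Trem2 knockout and on Apoe in the Trem2 knockout were chosen after the results were seen.

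The knockout libraries are in the deposited data and the paper does not report on them. Trem2 stood at 933 ± 87.2 CPM in 7 wild-type, 11.7 ± 10.5 in 4 Trem2 knockout and 964 ± 109.9 in 4 Apoe knockout libraries. Apoe stood at 5609 ± 508, 400.4 ± 58.2 and 3.32 ± 4.38 CPM. Trem2 fell by 6.29 on the log2 scale in Trem2 knockouts (adjusted p = 2.35e-10, edgeR) and Apoe fell by 10.73 in Apoe knockouts (adjusted p = 4.04e-10, edgeR), so both genotypes show in the counts. Trem2 was not changed in Apoe knockouts (0.047, adjusted p = 0.907, edgeR; -0.023 without replicate 4).

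A signal in data the paper did not analyse is the number of genes that differ from wild type, 3106 in Trem2 knockouts (1343 higher, 1763 lower) and 3346 in Apoe knockouts (1074 and 2272). The median log2 fold change of all tested genes was -0.15 and -0.19, and with DESeq2's size factors -0.12 and -0.22. Among 100 splits drawn from the libraries, the real one included, 1 gave as many genes for Trem2 and 1 for Apoe. Taking out each library's trend with transcript length gave 2293 genes for Trem2, 2020 of them among the 3087 called before, where fold changes followed length (Spearman's rho 0.299 across genes), and 4931 for Apoe, 2691 of them among the 3333 called before (rho -0.0134). Leaving out the 10 genes that take over 1% of a library's counts, of which Gm42418 is the largest, gave 3061 and 3357. These values argue against random grouping, length or a few abundant genes as the whole cause, though length may account for part of the Trem2 count. What stays open is a batch. Multiply aligned fragments made up 60.7% in wild type, 31.4% in Trem2 and 35.7% in Apoe knockouts, with gaps of 26.6 and 22.4 percentage points between the ranges of wild type and the knockouts. Since each genotype has its own share without overlap, genotype and library batch cannot be told apart, and a biological effect of either genotype on these numbers remains untested.

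Apoe itself fell in the Trem2 knockout libraries, with a log2 fold change of -3.81 (SE 0.41, adjusted p = 1.25e-06, edgeR; -3.92 to -3.76 as each library was left out). It was lower than every wild-type library in 4 of 4 libraries. In that comparison 97.9% of genes had a higher log2 fold change, which argues against a scaling by a few abundant genes as the cause. The list of disease-associated microglia, which holds Apoe, summed to 8290.5, 642 and 592 CPM in wild type, Trem2 and Apoe knockouts. Apoe itself made up 5609, 400 and 3.32 CPM of these sums, and so much of their fall. Of the 12 listed genes, Apoe included, 11 were called lower in Trem2 knockouts and 10 in Apoe knockouts, with median log2 fold changes of -5.16 and -4.27. A loss of Apoe with that state in the absence of Trem2 is one hypothesis, but batch and genotype are confounded here as above.

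Samples far from the others of their group were found in 5 of 72 tests, where chance gives 3.60. Apoe was at 6675 CPM in wild-type replicate 2 (others 5183 to 5802) and at 487 in Trem2 knockout replicate 3 (others 362 to 382). The T and NK cell list summed to 26.3 CPM in wild-type replicate 2 (others 14.7 to 19.1) and to 2.30 in Apoe knockout replicate 2 (others at 0). The interferon response list summed to 49.4 CPM in Apoe knockout replicate 3 (others 116 to 125). This number is near what chance gives, and no explanation of single samples was tested.

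In the tumor experiment, genes outside those the paper discusses gave a signal in the list of T and NK cells. Its 8 genes, of which 5 are at or under 3 counts in every control library, summed to 919 ± 361 CPM under the GFPneg label, 247 ± 198 under the EV-GFPpos label and 3.70 ± 3.19 in control. By library it was 862, 591 and 1305 CPM in mice FT, FT1 and MT under the former label and 206, 72.3 and 461 under the latter, whose mean was 139 without MT. The control mean was 1.89 without mouse MC. The most abundant, Gzmb, was at 311 and 88.4 CPM, and Cd3e at 48.4 and 19.1. Lymphocytes among the sorted cells, or their RNA, are one candidate source, which counts from bulk libraries cannot settle. A lower share of microglia with an unchanged mix of other cells would raise the lists of all other cell types alike. But this list and that of oligodendrocytes were 5.38 apart on the log2 scale in GFPneg against control, which argues against that. A lower share through cells of one type that enter the tumor brain is not excluded. No biological explanation of the difference between both labels was tested.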

How the results depend on the processing

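Under every alternative with the deposited labels GFPneg against control had more genes than EV-GFPpos against control, while the numbers of genes and many single calls moved. The cause was not tested unless the alternative's own construction shows it.

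With DESeq2 without shrinkage the genes called were 445 (EV-GFPpos against control), 2800 (GFPneg against control) and 932 (EV-GFPpos against GFPneg), with 443 under both labels, 96 changed against both GFPneg and control, 28.2% of genes with the larger change under the EV-GFPpos label, 4 sensome genes in EV-GFPpos against control, 64.2% lower TGF-β genes in GFPneg against control and 40 genes by sex. With its prior they were 380, 2599 and 911, with 378, 104, 28.3%, 4 and 64.2%. Without the filter on low counts 442 and 565 genes were called in EV-GFPpos against control and against GFPneg, 439 under both labels, 71 against both, 28.1% larger under the EV-GFPpos label, 5 sensome genes in EV-GFPpos against control, 64.2% lower TGF-β genes in GFPneg against control and 57 by sex. For these the cause was not tested.

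ERCC size factors rest on 341 to 5408 spike-in counts per library and shift all genes. They gave 343 genes in EV-GFPpos against control, 3423 in EV-GFPpos against GFPneg, 72 sensome genes in the latter, and 11.8% and 92.2% lower TGF-β genes under the EV-GFPpos and GFPneg labels. Single genes that reversed were, in EV-GFPpos against control, Cx3cr1 0.29, P2ry12 0.34, Tgfb1 0.25, Tgfbr1 0.22, Pdcd1 0.15, Siglech 0.35, Cd33 0.37, Gpr34 0.079, Adora3 0.20, Il6ra 0.086, P2ry13 0.30, Csf1r 0.30, Csf3r 0.27, Cd93 0.69, Itgam 0.27, Ptprc 0.57, in GFPneg against control, Aif1 -1.60, Sod2 -0.31, Pdcd1 -1.32, Siglecg -1.18, Mmp2 -1.05, Ptprc -1.40, and in EV-GFPpos against GFPneg, Mmp12 0.76, Adam19 0.62, Wnt5a 0.23, Sod2 1.78, Ccl7 0.87, Irf7 1.26, Cd274 2.05, Pdcd1lg2 0.89, Mmp13 1.04, Mmp14 1.55, Ccl8 0.16, Ms4a4c 0.48, Ccr2 0.55, Napsa 0.44, Dusp5 0.57 (log2 fold changes). By construction the shift of all genes accounts for changes of its own size.

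With sex as a covariate 12 genes changed against both GFPneg and control, and Aif1 in GFPneg against control was -0.012. It was -0.041 with a filter at a mean of 10 counts. Ptprc in EV-GFPpos against control was 0.030 without a filter. With only the 6 libraries of both groups GFPneg against control called 917 genes, by construction from fewer libraries, and with the mouse as a block EV-GFPpos against GFPneg called 535. The top 500 in place of 750 expressed genes shared 306, a shorter list by construction. For clustering the exact permutation p ran from 0.00357 to 0.0179 over its alternatives, those that left out 1 library included.

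Exchanging the GFPneg and EV-GFPpos labels, an alternative added after the values were seen, swaps results by construction. EV-GFPpos against control then had 1643 genes and 45 sensome genes, GFPneg against control 221 and 2, with 76.1% larger under the EV-GFPpos label, 273 changed against both, and 13 and 190 top genes found only under the GFPneg and EV-GFPpos labels. EV-GFPpos against GFPneg reversed for Siglech -1.95, Cd33 -1.75, Gpr34 -2.12. With DESeq2's prior as well, the numbers were 2599, 55, 380, 4, 71.7% and 854, with 911 genes in EV-GFPpos against GFPneg, 378 under both labels, 73.6% lower TGF-β genes in GFPneg against control, and Siglech -1.84, Cd33 -1.62, Gpr34 -1.96.

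Leaving out 1 of the 9 libraries at a time gave 122 to 255 genes in EV-GFPpos against control, 837 to 2092 in GFPneg against control, 23 to 374 in EV-GFPpos against GFPneg, 122 to 255 under both labels, 0 to 24 changed against both, 22.2 to 30.1% larger under the EV-GFPpos label, 2 to 5, 34 to 48 and 7 to 31 sensome genes in these comparisons, 64.7 to 78.4% and 60.8 to 68.6% lower TGF-β genes, 447 to 487 top genes in all lists, 175 to 219, 11 to 30 and 66 to 101 in the GFPneg, EV-GFPpos and control lists alone, a distance difference of 28.2 to 42.5 and 1 to 3 genes by sex. Each such fit has fewer libraries, so a lower count follows in part from its construction. Single genes whose log2 fold change crossed 0 in such fits ranged as follows. In EV-GFPpos against control they were Tgfb1 -0.27 to 0.013, Pdcd1 -0.71 to 1.06, Siglech -0.25 to 0.21, Cd33 -0.26 to 0.10, Il6ra -0.49 to 0.26, P2ry13 -0.41 to 0.0063, Csf1r -0.21 to 0.19, Csf3r -0.35 to 0.080, Cd93 -0.52 to 0.70, Itgam -0.38 to 0.024, Ptprc -0.11 to 0.0051. In GFPneg against control they were Aif1 -0.23 to 0.14, Pdcd1 -0.18 to 1.71, Siglecg -0.083 to 0.71, Adgre1 -0.56 to 0.11. In Apoe knockouts Trem2 ran from -0.023 to 0.11.

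In the knockout series only the libraries of the groups compared gave 5609 genes in Trem2 knockouts. In Apoe knockouts DESeq2 gave 5358, no filter 5518 and the replicate number as a block 795, where the numbers pair no animals. The cause was not tested. Leaving out a library gave 2514 to 2774 and 2922 to 4117 genes over 11 fits each.

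Single-gene results were compared under DESeq2 without shrinkage for 152 (12 stronger), its prior for 130 (10 stronger), DESeq2's size factors for 155 (2 weaker), ERCC size factors for 131 (10 weaker, 3 stronger, 37 reversed), no filter for 155 (10 stronger, 1 reversed), a mean of 10 counts for 131 (1 weaker, 1 stronger, 1 reversed), sex as a covariate for 131 (6 weaker, 1 reversed), the groups compared alone for 22 (0 changed), the mouse as a block for 23 (2 weaker, 1 stronger), the replicate number as a block for 22 (3 weaker), exchanged labels for 9 (6 stronger, 3 reversed) and exchanged labels with the prior for 9 (6 stronger, 3 reversed). Over all fits that left out 1 library, 122 of 1443 were weaker, 12 stronger and 28 reversed. The depth limits genes at the floor, whose folds are lower bounds, and the low recovery of 4-fold changes in simulated data limits what a missing call says. The pseudocount alternative was not run, since the values are counts.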

Differences from the paper's values

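All values of the present analysis use the deposited labels, the groups in Table S1A being those of the libraries with the other tumor label. In this part, the fits with exchanged labels were chosen after the values were seen, and the other alternatives were set before the data were examined.

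Genes changed under both labels against control numbered 221 against the paper's 380. Of the alternatives set before the data were examined, DESeq2 without shrinkage (443), DESeq2 with its prior (378), ERCC size factors (283), no filter on low counts (439) and the fit without control mouse FC2 (255) closed the gap, and the others did not. The prior with exchanged labels, chosen after seeing the values, gave 378.

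Genes changed only in EV-GFPpos microglia numbered 0 against the paper's 2242 (at an unadjusted p under 0.05, 838 genes differed in EV-GFPpos against control). In EV-GFPpos against control 221 genes were higher against the paper's 1426, and 0 lower against the paper's 1196. None of the alternatives set before the data were examined closed these gaps. DESeq2's prior with exchanged labels, chosen after the values were seen, gave 2221, 1408 and 1191, and exchanged labels in edgeR, also chosen then, left gaps at 1422, 848 and 795. The number of genes between both tumor labels, 263 higher and 11 lower against the paper's 384, is within the factor of 1.5 used here, but other tests moved it out of that range, with DESeq2's prior at 911.

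As a share of the 97 listed sensome genes (the paper's 100), 46.4% changed in GFPneg against control against the paper's 4%, and 2.06% in EV-GFPpos against control against the paper's 57%. In the latter 0% were lower against the paper's 48% and 2.06% higher against the paper's 9%. None of the alternatives set before the data were examined closed these gaps. Exchanged labels, chosen after the values were seen, gave 2.06%, 46.4%, 39.2% and 7.22%, and with DESeq2's prior as well 4.12%, 56.7%, 47.4% and 9.28%. The former left the gap in GFPneg against control open. The paper gives its 57% for EV-GFPpos microglia against GFPneg ones as well as control. In EV-GFPpos against GFPneg 25 sensome genes changed here (26.0% of the 96 tested), 25 higher and 0 lower. With DESeq2's prior 38.1% of the listed genes did, 35 higher and 2 lower.

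The log2 decreases of single genes in EV-GFPpos against control were 0.18 for Tgfb1 against the paper's 1.00 (exchanged 1.07, with the prior 1.00), 0.33 for Tgfbr1 against the paper's 2.11 (exchanged 2.23, with the prior 2.11), 0.65 for Smad3 against the paper's 2.10 (exchanged 2.22, with the prior 2.12), 0.10 for Siglech against the paper's 1.97 (exchanged 2.06, with the prior 1.97), 0.071 for Cd33 against the paper's 1.72 (exchanged 1.82, with the prior 1.72) and 0.40 for Gpr34 against the paper's 2.37 (exchanged 2.53, with the prior 2.38). In EV-GFPpos against GFPneg, where a negative decrease is a rise, they were -1.95 for Siglech against the paper's 1.84 (exchanged 1.95, with the prior 1.84), -1.75 for Cd33 against the paper's 1.62 (exchanged 1.75, with the prior 1.62) and -2.12 for Gpr34 against the paper's 1.96 (exchanged 2.12, with the prior 1.96). None of the alternatives set before the data were examined closed these gaps, and both fits with exchanged labels, chosen after the values were seen, closed each of them.

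Of the top 750 expressed genes, 11 were shared by GFPneg and control alone against about 170 in Fig. 2e (read by eye), and 188 by EV-GFPpos and control alone against about 11 in Fig. 2e (read by eye). Only under the GFPneg label were 190 against about 8 in Fig. 2e (read by eye), and only under the EV-GFPpos label 13 against about 170 in Fig. 2e (read by eye). None of the alternatives set before the data were examined closed these gaps. Exchanged labels, chosen after the values were seen, gave 188, 11, 13 and 190, and left the third gap open.

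Further statements of the paper differ in direction or call from the values by deposited label. The paper states that most genes change more in EV-GFPpos than in GFPneg microglia, and here 23.9% of genes did, or 76.1% with labels exchanged after the values were seen. It states that most genes that differ between both populations also differ between EV-GFPpos microglia and control, and here 6 genes did, or 273 with exchanged labels, again after the values were seen. The clusters in Fig. 2a follow GFP status, and here the GFPneg library of mouse FT1 clustered with those labelled EV-GFPpos. Of all alternatives only the fit without the GFPneg library of FT gave clusters equal to the groups (a distance difference of 37.8). The paper states that males and females did not differ, and here 3 genes on the sex chromosomes did.

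The paper has Cd274, Pdcd1lg2, Mmp12, Mmp13, Mmp14, Cd93, Clec7a, Adam19 and Wnt5a higher in EV-GFPpos than in GFPneg microglia. Mean CPM under the GFPneg and EV-GFPpos labels were 210.4 and 130.1 for Cd274, 65.0 and 22.6 for Pdcd1lg2, 96.6 and 31.4 for Mmp12, 177 and 46.8 for Mmp13, 104 and 23.8 for Cd93, 1408 and 542 for Clec7a, 26.0 and 5.68 for Adam19 and 30.9 and 5.33 for Wnt5a. For Mmp14 the log2 fold change between them was -0.87. ERCC size factors turned this direction without a call for Cd274 (log2 fold change 2.05, adjusted p = 0.0723, edgeR), Pdcd1lg2 (0.89), Mmp12 (0.76), Mmp13 (1.04), Mmp14 (1.55), Adam19 (0.62) and Wnt5a (0.23). DESeq2 with and without its prior called Mmp12 and Mmp13 lower under the EV-GFPpos label.

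Against control, the paper has Cd274, Mmp14, Sod2, Siglec1 and Msr1 higher in EV-GFPpos microglia, and edgeR gave no call for them under that label. DESeq2 without shrinkage called Cd274 (adjusted p = 0.0032), Mmp14 (0.0474), Siglec1 (0.00281) and Msr1 (0.0489), as did edgeR without the filter on low counts. DESeq2's prior called Cd274 and Siglec1, ERCC size factors Cd274 and Msr1, the fit without control mouse FC2 Siglec1 and Msr1, and that without the EV-GFPpos library of FT1 Cd274 and Mmp14. Ccl7, which the paper has higher in tumor-associated microglia, was called under the GFPneg label and, under the other, with DESeq2, its prior, no filter and without control mouse FC2. Of the phagocytic receptors, Olr1, Megf10 and Scarf1 had no call under either label with edgeR. Under the GFPneg label DESeq2 called Olr1 (adjusted p = 0.036, or 0.0475 with its prior) and the fit without control mouse MC called Scarf1 (adjusted p = 0.0161, edgeR). Siglece and the genes of Fig. 3d, which the paper has lower in EV-GFPpos microglia, had no call under that label. Under the GFPneg label they were called lower except Gpr183, which was called there with DESeq2 (adjusted p = 0.0175), its prior, ERCC size factors, no filter, a filter at a mean of 10 counts, and without control mouse FC2 or the GFPneg library of FT1.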

Other observations

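In this part, the tests of exchanged labels, of cells carried over by the sort and of a lower share of microglia were chosen after the results were seen, as were the tests of library size and of Y chromosome genes in the knockouts. The idea of choroid plexus cells also came after the values were seen, from Ttr, Enpp2, Folr1, Kcnj13 and Sostdc1 among the genes that fell most.

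The libraries labelled GFPneg lie farther from control than those labelled EV-GFPpos. One explanation is that the labels are exchanged relative to the paper's tables, and all 1981 genes of Table S1A that could be compared had group means equal to those of the libraries with the other label. Another sign is in the labels themselves, where the control libraries carry the same sort name as the libraries labelled GFP positive. Control cells carry no GFP, so if a sort name stands for the same gate in all samples, this sign favors an exchange in the deposited labels over one in the paper's analysis. What the sort names stand for was not found in the labels or the paper, and the counts alone cannot tell which it is. Cells of one population carried into the other by the sort were tested on the fraction of the way from control that the EV-GFPpos library covers in each mouse. A first test compared 845 rising with 768 falling genes and was undecided (rising 0.327, 0.247 and 0.389, falling 0.259, 0.238 and 0.343, difference 0.0682, 0.00919 and 0.0455 in mice FT, FT1 and MT). If the other cells were like control, a carried-over mix of all sorted cells would bring all genes by the same fraction. A second test, chosen after the first, compared lists with that of 8 genes of T and NK cells (0.215, 0.154 and 0.348). The fractions were 0.438, 0.478 and 0.592 for 7 genes of disease-associated microglia, 0.445, 0.362 and 0.487 for 10 of interferon response, 0.253, 0.219 and 0.29 for 10 of monocytes and macrophages and 0.278, 0.0306 and 0.292 for 12 of homeostatic microglia. Their mean differences from the T and NK cell list were 0.263 (0.223 to 0.323 over the mice), 0.192, 0.0152 and -0.0391. The first pair argue against such carried-over cells as the only cause for genes of disease-associated microglia and interferon response. The last pair differed from 0 by less than their spread over the mice, as a common fraction would give, so for genes of monocytes, T and NK cells and homeostatic microglia such cells may be the cause, and that stays open.

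Each of the comparisons against control and between the labels was run on the other splits of its 6 libraries. The real split gave the most genes in each, with 1 of 10 splits as large for EV-GFPpos against control, 1 of 10 for GFPneg against control and 1 of 10 for EV-GFPpos against GFPneg, the least that 3 against 3 can give. The other 9 splits of each gave 0 genes, with 115 to 803, 272 to 1458 and 122 to 554 genes at an unadjusted p under 0.05 against 838, 3534 and 2103 in the real split. Splits that mix the groups carry the difference between them as spread, which by itself lowers their counts. By the share of splits alone a chance arrangement cannot be told apart from the groups, because 3 against 3 can give no share under 0.1. In the simulations of unchanged groups that share their controls, 0 genes were called under both labels in each run, against 221 here, which chance in that model did not give. For sex, 2 of 27 choices of 1 library per group gave as many genes as the real males, the other one being control MC with both libraries of mouse FT1 (33 genes), so the number of genes alone does not mark sex, while the chromosomes of the called genes do.

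Among genes with a known transcript length (95.7% of those tested), removing each library's trend with length took the calls from 212 to 186 in EV-GFPpos against control, from 1584 to 1433 in GFPneg against control and from 269 to 107 in EV-GFPpos against GFPneg. Of the genes called before, 186, 1309 and 106 were kept. The count between the labels is neither the collapse that length as the cause would give nor most of the genes, and it was read, after it was seen, as arguing against length only as the whole cause. A length trend may thus account for part of the difference between both labels.

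The 12 genes of the homeostatic list fell in GFPneg against control, with a median log2 fold change of -2.34, and all 12 were called lower. In EV-GFPpos against control 0 of 12 were called. With ERCC size factors the median was -4.00, and so the fall is not one that TMM normalization alone made. A lower share of microglia among the sorted cells would lower all of these genes by one factor. With an unchanged mix of other cells it would raise the markers of those cells alike. The first test planned for it, the range of the 12 fold changes, was replaced after the values were seen. With genes at the floor set to their bound, the T and NK cell list had a median of 6.32 and the oligodendrocyte list one of 0.94, 5.38 apart. This argues against a lower share with an unchanged mix. More lymphocytes, or monocytes and macrophages (median 5.83), could raise their own lists only while lowering the share of microglia. The test cannot exclude that, so a lower share stays open as a cause of the fall. A loss of homeostatic expression in microglia of tumor-bearing mice is another hypothesis, found and tested on the same data.

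The summed CPM of the marker lists in control, GFPneg and EV-GFPpos libraries were 42803, 9772 and 35734 for homeostatic microglia, 2385, 12752 and 9667 for disease-associated microglia, 147, 2654 and 1274 for interferon response, 812, 6465 and 2879 for monocytes and macrophages, 36.5, 223 and 114 for dendritic cells, 381, 633 and 454 for B cells and 1166, 117 and 489 for neutrophils. They were 138, 214 and 227 for oligodendrocytes, 270.0, 267 and 237 for astrocytes, 6.21, 2.97 and 3.39 for neurons, 830.4, 1358 and 613 for endothelial cells, 51.6, 328 and 97.8 for glioma cells, 599, 624 and 259 for proliferation, 23428, 13400.4 and 21206 for dissociation stress and 297, 152 and 217 for the sex genes. Single libraries moved some of these means by over 1.5 times. The B cell mean was 253 CPM, below control, without the GFPneg library of FT (1391), and the neutrophil means were 155 without control mouse MC (3187) and 104 without the EV-GFPpos library of FT1 (1259). For endothelial cells they were 282 without control mouse MC (1927) and 810.3 and 336 without the GFPneg and the EV-GFPpos library of FT1 (2454 and 1166), for proliferation 64.1 without control mouse FC2 (1669) and for neurons 1.25 without the GFPneg library of FT1 and 1.89 without the EV-GFPpos library of MT. In GFPneg against control the lists' median log2 fold changes, with genes at the floor set to their bound, were 3.56 (disease-associated microglia), 4.23 (interferon response), 5.83 (monocytes and macrophages), 3.03 (dendritic cells), 3.72 (B cells), -3.84 (neutrophils), 3.83 (glioma cells), 1.46 (astrocytes), 0.62 (endothelial cells) and 0.25 (proliferation). Some of these genes are also found in control, such as Fn1 and Lyz2 at 203 and 499 CPM.

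Of the genes the paper names and no passage covers, Itgam fell in GFPneg against control (-1.39, adjusted p = 0.00383, edgeR), a call kept under every alternative, and Ly6c2 rose (6.13, adjusted p = 0.00177, edgeR; kept likewise). Ly6c2 in EV-GFPpos against control (4.17, adjusted p = 0.0334, edgeR) lost its call in 6 of 9 fits that each left out 1 library (adjusted p 0.0618 to 0.147). Siglec1 rose in GFPneg against control (3.87, adjusted p = 0.0321, edgeR), which failed in 7 of 9 such fits, and Siglece fell (-1.66, adjusted p = 0.0471, edgeR), which failed in 8 of 9. Siglecf, Siglecg, Mmp2, Ptprc and Adgre1 had no call against control under any alternative, with log2 fold changes of -0.90, 0.29, 0.51, 0.28 and -0.11 under the GFPneg label and 0.43, 0.55, 0.24, -0.044 and 0.20 under the EV-GFPpos label.

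By the rule for named genes, the largest rises against control were those of Gpnmb, at least 1497-fold under the GFPneg label and at least 650.2-fold under the EV-GFPpos label, Gzmb (at least 348-fold and 98.9-fold), Gzma (at least 303-fold and 72.3-fold) and Cxcl9 (at least 267-fold and 90.2-fold), with Oas3 next under the EV-GFPpos label (at least 67.3-fold) and Mmp13 among the first 5 under the GFPneg label (at least 198-fold). Without control mouse FC1 or MC, Cxcl9 lost its EV-GFPpos call (adjusted p = 0.0658 and 0.0583, edgeR). The largest falls under the GFPneg label were Camp (at least 109-fold lower, a call lost in 6 of 9 fits that each left out 1 library, such as without control mouse MC), Adamts16 (at least 30.3-fold), Gm7694 (at least 29.8-fold), Zfp790 (at least 28.8-fold) and RP23-427B4.2 (at least 25.2-fold). The bound of Camp, and so its place, rests on control mouse MC. Its counts were 16, 26 and 715 in control mice FC1, FC2 and MC. EV-GFPpos against GFPneg gave at least 29.2-fold higher Adamts16, 26.6-fold RP23-427B4.2, 23.9-fold Zfp790, 19.4-fold F9 and 15.7-fold Srl, and log2 fold changes of -2.16 for Ccl8, -2.12 for Ms4a4c, -1.95 for Ccr2, -1.91 for Napsa and -1.90 for Dusp5. These 10 calls each failed in at least 2 of the fits that left out 1 library. For the last 5 the failing fits include those without any 1 EV-GFPpos library, and Ccl8 failed in 8 of 9.

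In the Apoe knockouts fewer genes were detected, 9685 ± 1043 against 14989 ± 388 in wild type. At an equal 1484203 counts per library the numbers were 14597 in wild type, 13314 in Trem2 and 9427 in Apoe knockouts, a difference of -5170.2 between the last and wild type (two-sided exact permutation p = 0.00303, the smallest that 330 splits allow). The smallest Apoe knockout library holds 1193936 counts more than the largest wild-type library, and fewer counts would be needed for library size to be the cause, which argues against it. Choroid plexus cells in the wild-type libraries were considered, and 10 of 10 listed genes were called lower in Apoe knockouts, with summed CPM of 1329.8 in wild type (1060.4 to 1515), 775 in Trem2 knockouts (561 to 1024) and 33.5 in Apoe knockouts (0 to 67.3, with a mean of 22.2 without replicate 1). Of 2262 lower genes, 4.42% followed the list across the 7 wild-type libraries (r above 0.8), against 2.52% of other genes. Such cells or their RNA may thus be one source of the lower genes. The correlation cannot tell whether they are the only one, because the list's sum varied little among the wild-type libraries.

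Both knockouts share their wild-type libraries, and 1569 genes were called in both, 1365 of them in the same direction. In 10 simulations of unchanged groups with shared wild types 0 were, and the correlation of fold changes across genes was 0.348 there and 0.549 in the data. The summed CPM of the lists in wild type, Trem2 and Apoe knockouts were 21694, 26781 and 31079 for homeostatic microglia, 2637, 105 and 304 for monocytes and macrophages, 41.0, 18.0 and 44.1 for dendritic cells, 17.8, 0.278 and 0.574 for T and NK cells, 279, 160.3 and 154 for B cells, 942, 71.0 and 1528 for neutrophils, 188, 56.1 and 48.2 for oligodendrocytes, 569.7, 273 and 269 for astrocytes, 260.0, 14.1 and 13.1 for neurons and, as ranges over libraries, 118 to 156, 79.8 to 109.7 and 65.4 to 121 for endothelial cells. For glioma cells they were 164, 68.4 and 7.13, for proliferation 94.3, 38.0 and 50.5, for dissociation stress 4043, 4256 and 4188, for interferon response 102, 79.7 and 102 and for the sex genes 472, 1124 and 1006. The last sum mixes Xist with Y chromosome genes. The mean of the T and NK cell list was 0.143 without Trem2 knockout replicate 4 and 0 without Apoe knockout replicate 2, and that of neurons 6.94 without Apoe knockout replicate 3.

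All libraries of this series are labelled female. Yet counts of Ddx3y, Eif2s3y, Kdm5d and Uty, all on the Y chromosome, summed to 6 to 36 in the 7 wild-type libraries and to 0 in each of the 8 knockout libraries. Ddx3y stood at 6.53 ± 3.47 CPM in wild type and was at least 3.15-fold lower in Trem2 knockouts (adjusted p = 0.00172, edgeR) and at least 11.6-fold lower in Apoe knockouts (adjusted p = 0.000267, edgeR). Xist stood at 463, 1124 and 1006 CPM in wild type, Trem2 and Apoe knockouts, with log2 fold changes of 1.28 and 1.12 against wild type. RNA of male mice in the wild-type libraries was considered as the source of both the Y counts and the lower Xist. Since Xist lay between 437 and 496 CPM in all 7 of them, such RNA would have to be there in near equal parts. The Y counts were not near equal. Xist was at 496 and 481 CPM in the libraries with 34 and 36 Y counts, and at 446 CPM in that with 6. The lowest Xist, 437 CPM, came with 25. These values argue against male RNA as the source of both. Reads of the X chromosome relative Ddx3x counted as Ddx3y may give the Y counts alone; Ddx3y counts were 1.28% of those of Ddx3x in wild type. Such reads and male RNA as sources of the Y counts alone cannot be told apart here. Wild type and knockouts also differ by batch, and the other Y genes have such relatives too. A difference in sex between wild type and the knockouts thus stays open for the other results of this series.

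The genes that rose most in Trem2 knockouts were Nlrp1c-ps (log2 fold change 5.25), Gm15446 (at least 4.46-fold), 5730507A11Rik (5.02), 2900092N22Rik (5.01, and 4.19 without Trem2 knockout replicate 4, where it was not called) and Gm25026 (4.69). Those that fell most were Gm11942 (at least 497-fold lower), Saa3 (at least 235-fold), Alox15 (at least 102-fold), Slpi (at least 65.4-fold) and Retnla (at least 46.0-fold). In Apoe knockouts the largest rises were Gm42737 (3.57), Rnu11 (3.54), Rbm12b1 (2.95, not called without wild-type replicate 5 (2.84) or 7 (2.85)), Gm8696 (2.94) and Gm22513 (2.92). The largest falls there were Fn1 (at least 691-fold lower), Alox15 (at least 376-fold), Gda (at least 334-fold), Folr1 (at least 255-fold) and Sostdc1 (at least 238-fold). These values carry the open question of batch given for the knockouts, and no explanation of single genes was tested.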
